# Chitinase 1: a novel therapeutic target in metabolic dysfunction-associated steatohepatitis

**DOI:** 10.3389/fimmu.2024.1444100

**Published:** 2024-09-23

**Authors:** Jung Hoon Cha, Na Ri Park, Sung Woo Cho, Heechul Nam, Hyun Yang, Eun Sun Jung, Jeong Won Jang, Jong Young Choi, Seung Kew Yoon, Pil Soo Sung, Si Hyun Bae

**Keywords:** chitinase 1, mononuclear phagocyte, metabolic dysfunction-associated steatohepatitis, inflammation, MASH mouse mod

## Abstract

**Background:**

Metabolic dysfunction-associated steatohepatitis (MASH) is characterized by persistent inflammatory cascades, with macrophage activation playing a pivotal role. Chitinase 1 (CHIT1), produced by activated macrophages, is a key player in this cascade. In this study, we aimed to explore the role of CHIT1 in MASH with progressive liver fibrosis.

**Methods:**

Fibrotic liver tissue and serum from distinct patient groups were analyzed using nCounter MAX, flow cytometry, immunohistochemistry, and enzyme-linked immunosorbent assay. A MASH mouse model was constructed to evaluate the effectiveness of OATD-01, a chitinase inhibitor. Macrophage profiling was performed using single-nuclei RNA sequencing and flow cytometry.

**Results:**

CHIT1 expression in fibrotic liver tissues was significantly correlated with the extent of liver fibrosis, macrophages, and inflammation. Single-nuclei RNA sequencing demonstrated a notable increase in macrophages numbers, particularly of lipid-associated macrophages, in MASH mice. Treatment with OATD-01 reduced non-alcoholic fatty liver disease activity score and Sirius red-positive area. Additionally, OATD-01-treated mice had lower CHIT1, F4/80, and α-smooth muscle actin positivity, as well as significantly lower levels of inflammatory markers, pro-fibrotic genes, and matrix remodeling-related mRNAs than vehicle-treated mice. Although the population of F4/80^+^CD11b^+^ intrahepatic mononuclear phagocytes remained unchanged, their infiltration and activation (CHIT1^+^MerTK^+^) significantly decreased in OATD-01-treated mice, compared with that observed in vehicle-treated mice.

**Conclusions:**

Our study underscores the pivotal role of CHIT1 in MASH. The observed significant improvement in inflammation and hepatic fibrosis, particularly at higher doses of the CHIT1 inhibitor, strongly suggests the potential of CHIT1 as a therapeutic target in MASH accompanied by progressive liver fibrosis.

## 1 Introduction

Metabolic dysfunction-associated steatohepatitis (MASH) is characterized by necroinflammation resulting from fat infiltration into hepatocytes and is accompanied by chronic liver inflammation and low-grade systemic inflammation in most affected individuals. Patients have a markedly increased risk of developing progressive liver fibrosis compared with individuals with simple steatosis (1, 2). After extensive research (3), resmetirom has recently been approved by Food and Drug Administration, becoming the first treatment agent for MASH (4). However, significant gaps persist in our understanding of MASH, and we recognize that not all patients will respond favorably to resmetirom. A deeper comprehension of the precise pathogenesis underlying MASH could expedite the exploration and development of more effective therapeutic interventions.

Mounting evidence indicates that innate immune cells, particularly macrophages, significantly contribute to the development of MASH (5, 6). Activated macrophage levels are elevated in the liver tissues of individuals with chronic liver disease, and the levels correlate with disease severity (5, 7, 8). Metabolic disorders are driven by persistent inflammatory cascades where resident hepatic macrophages (Kupffer cells, KCs) and recruited macrophages (monocyte-derived macrophages, MoMFs) play central roles (9). Additionally, liver injury and inflammation are induced by gut-derived lipopolysaccharide (LPS), activating intrahepatic immune cells, KCs, and MoMFs in patients with metabolic dysfunction-associated steatotic liver disease (MASLD) (10). Inflammatory signals increase intrahepatic mononuclear phagocyte (MP) populations, including those of KCs and MoMFs. Single-cell RNA sequencing analysis of liver specimens from amylin diet-induced MASH mice revealed enlarged MP clusters compared with those in normal mice (11). Furthermore, a recent single-cell analysis delineated distinct inflammatory phenotypes in recruited and intrahepatic MPs throughout the progression of MASH (12). This analysis was conducted on a mouse model fed a high-carbohydrate, high-fat, high-cholesterol “Western diet”, which can induce steatosis, steatohepatitis, and fibrosis, along with macrophage infiltration (12). Inflammatory MPs then activate hepatic stellate cells (HSCs), leading to collagen synthesis and consequently liver fibrosis and cirrhosis (13). Therefore, MPs, which participate in inflammatory responses and interact with hepatocytes and HSCs, emerge as promising therapeutic targets in MASH. However, the molecular mechanisms of MPs remain incompletely understood.

Chitinase 1 (CHIT1), the first genuine chitinase discovered in humans, is a chitinolytic enzyme predominantly synthesized by activated macrophages (14, 15). CHIT1 is a biochemical marker of macrophage activation and also plays a pivotal role in the inflammatory cascade (16). We previously identified a novel immune-related gene signature, including *CHIT1*, which predicts advanced fibrosis in individuals with chronic liver disease (17). Additionally, the stimulation of human monocytes/macrophages with LPS increased *CHIT1* mRNA and enzymatic activity (16). The primary objective of this study was to examine the association between elevated CHIT1 levels and disease progression in patients with liver fibrosis and MASH with progressive liver fibrosis. Additionally, we assessed the potential therapeutic role of CHIT1 in MASH by modulating macrophage activity and mitigating inflammation using mouse models of MASH-related liver fibrosis.

## 2 Materials and methods

### 2.1 Human samples

Frozen liver tissue, paraffin-embedded liver tissue sections, and serum samples were obtained from distinct groups of patients with liver fibrosis. This study included non-tumor liver tissues from 94 patients who underwent surgical resection for hepatocellular carcinoma. We successfully obtained a diverse cohort of patients representing various stages of fibrosis and inflammation by analyzing the non-tumor regions in MASH-HCC cases. Benign fibrotic liver tissues were procured from the non-tumor regions of resected livers affected by hepatocellular carcinoma. To avoid contamination by tumor cells or tumor-associated stromal cells, sufficient margins were guaranteed for non-tumor tissues. The cohort comprised patients with fibrosis stages 0 (n = 17), 1 (n = 12), 2 (n = 12), 3 (n = 25), and 4 (n = 28). The inclusion criteria were provided in a preceding publication (17). We categorized fibrosis into low-grade (F0-2, n = 41) and high-grade (F3-4, n = 53) according to a recent report demonstrating significantly worse liver-related outcomes in patients with F3 and F4 liver fibrosis (18). Frozen tissues for flow cytometry analysis were collected from patients with distinct liver fibrosis (F0-2, n = 3; F3-4, n = 3) at Seoul St. Mary’s Hospital, Catholic University of Korea (**Supplementary Table S1**). To evaluate the potential involvement of CHIT1 in MASH with progressive liver fibrosis, immunohistochemistry (IHC) was conducted on paraffin-embedded sections of liver biopsies, and enzyme-linked immunosorbent assay (ELISA) was performed on serum samples. Paraffin-embedded sections of liver biopsies from 39 patients previously diagnosed with MASH were collected at the Eunpyeong St. Mary’s Hospital of the Catholic University of Korea. The cohort included patients with fibrosis stages 0 (n = 5), 1 (n = 8), 2 (n = 7), 3 (n = 10), and 4 (n = 9) (**Supplementary Table S2**). Additionally, serum samples from individuals with liver fibrosis, comprising 62 patients with diverse liver diseases, were collected at Seoul St. Mary’s Hospital and Eunpyeong St. Mary’s Hospital of The Catholic University of Korea (**Supplementary Table S3**). The study protocol conforms to the ethical guidelines of the 1975 Declaration of Helsinki. The study was approved by the Institutional Review Boards of Ajou Medical Center (AJIRB BMR-KSP-18-444) and The Catholic University of Korea (XC20EEDI0034 and PC23SISI0123). All participants included in the study provided written informed consent. The fibrosis stage of liver tissues was assessed using the METAVIR scoring system (19, 20).

### 2.2 MASH-related liver fibrosis mouse models

We established a mouse model of MASH-related liver fibrosis by administering streptozocin (STZ, 0.2 mg; Sigma-Aldrich, St. Louis, MO, USA) in combination with a high-fat and high-cholesterol (HFHC) diet (Western Diet; D12079B, 41 kcal% fat, 43 kcal% carbohydrates; Research Diets, New Brunswick, NJ, USA) (21). This model was employed to evaluate the effects of the CHIT1 inhibitor, OATD-01, on MASH. The resultant liver pathology, encompassing steatosis, inflammation, and fibrosis, closely mirrored the progression observed in humans, ranging from fatty liver to more advanced stages, such as MASH and fibrosis. Sixteen-day-pregnant female C57BL/6 J mice were procured from the Jackson Laboratory (Japan, Tsukuba). Three-day-old male C57BL/6 J mice underwent subcutaneous injection of STZ to induce islet destruction, and they were given an HFHC diet starting at 4 weeks of age, which was maintained throughout the duration of the study. The male mice were randomly assigned to five groups: normal diet (ND, n = 11), STZ-injected normal carbohydrate diet (STZ-ND, n = 8) (Teklad Global 18% Protein Rodent Diet; TD 2018 C, Envigo, Indianapolis, IN, USA), STZ-injected HFHC diet (STZ-HFHC, n = 12), and STZ-injected OATD-01-treated HFHC diet (OATD-01-treated STZ-HFHC) (OATD-01, 30 mg/kg qd, n = 9 and 100 mg/kg qd, n = 11; MedChemExpress, Monmouth Junction, NJ, USA). A previous study has demonstrated that the oral administration of OATD-01 at 30 mg/kg twice daily effectively suppressed chitinolytic activity in fibrotic lungs (22). Therefore, OATD-01 was orally administered at two concentrations— 30 mg/kg once daily and 100 mg/kg —once daily, for a duration of 4 weeks starting when the mice were 6 weeks old. Body weight was monitored weekly for 6–10 weeks, whereas blood samples were collected biweekly from the orbital venous plexus for blood sugar level and blood chemistry analyses. Mice were intraperitoneally anesthetized with xylazine (10 mg/kg) and tiletamine/zolazepam (40 mg/kg), and their livers were removed. All animal procedures adhered to the Laboratory Animals Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the Guidelines and Policies for Rodent Experiments provided by the Institutional Animal Care and Use Committee of the Catholic University of Korea (CUMC-2021-0264-01).

### 2.3 Flow cytometry analysis

Livers from the mice were dissociated using a MACS dissociation kit and the gentleMACS Dissociator (Miltenyi Biotec). Frozen human and mouse liver tissues were mashed through a cell strainer (FALCON, 352350) at 37°C in Dulbecco’s Phosphate Buffered Saline containing 5% fetal bovine serum. The supernatant was aspirated, followed by fluorescent staining using specific dyes (human: LIVE/DEAD, CD3, CD45, HLA-DR, CD14, and CD80; mouse: 7-AAD, CD45, CD11b, F4/80, and MerTK). Intracellular proteins were labeled, and CHIT1^+^ cells subjected to stimulation were subsequently fixed and permeabilized using the Fixation/Permeabilization working solution (eBioscience™, San Diego, CA, USA) for intracellular protein staining. The antibodies used are detailed in the **Supplementary Table 4.**

Recent reports indicate that MerTK is upregulated in the livers of patients with MASLD and fibrogenic rat models (23). Moreover, scRNA sequencing of human livers with cirrhosis revealed predominant expression of *MerTK* in liver macrophages (24). Our prior study validated a significant increase in MerTK^+^ mean fluorescence intensity and percentage within intrahepatic MPs in a mouse model of MASH (21). Therefore, we also verified the expression of MerTK along with CHIT1 in intrahepatic MPs. After digesting the mouse livers, we conducted flow cytometry to analyze the intrahepatic MPs of STZ-HFHC mice treated with either vehicle or OATD-01.

### 2.4 ELISA

To detect serum human chitotriosidase (CHIT1), we employed the Human CHIT1 SimpleStep ELISA^®^ Kit (abcam, #ab246541) following the manufacturer’s guidelines. Briefly, standard and 50 µl of diluted samples were applied to individual microplate wells for subsequent analysis. Subsequently, 50 µl of the antibody cocktail was added to each well, and the mixture was incubated at room temperature for 1 h with gentle shaking. Following solution removal and washing steps, 100 µl of TMB development solution was added to each well, and the plate was incubated for 10 min. The reaction was halted using the stop solution, and absorbance was promptly read at 450 nm.

### 2.5 Nuclei isolation and single-nuclei RNA sequencing analysis

Nuclei were prepared from approximately 100 mg of frozen mouse liver tissue using the Singulator 100 system (S2 Genomics). Following dissociation, debris were eliminated through a Percoll gradient. The nuclei concentration was then evaluated using a LUNA-FL™ Automated Fluorescence Cell Counter (Logos Biosystems) and nuclei morphology was scrutinized through microscopy. Subsequently, libraries were generated using the Chromium controller in adherence to the 10× Chromium Next GEM Single Cell 3’ v3.1 protocol (CG000315). Quantification of the purified libraries was performed using quantitative real-time polymerase chain reaction (qRT-PCR) according to the qPCR Quantification Protocol Guide (KAPA), and their quality was assessed using the Agilent Technologies 4200 TapeStation (Agilent Technologies). The libraries were then sequenced on the HiSeq platform (Illumina), adhering to the read length specifications provided in the user guide.

### 2.6 Single cell gene expression analysis

Single-nuclei RNA sequencing (sNuc-Seq) was conducted using frozen liver tissue samples from one normal mouse and two mice with MASH-related liver fibrosis. Single-cell gene expression data were analyzed using Cell Ranger v7.0.1 (10x Genomics; https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). The raw count matrices resulting from Cell Ranger ‘aggr’ were imported into Seurat 4.3.0. Raw counts, including all genes expressed in at least three cells and all cells with a minimum of 200 detected genes, were employed in downstream analysis. To account for potential multiplets and filter out low-quality or dying cells, cells with over 5,000 genes or mitochondrial counts exceeding 5% were excluded. 

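The deposited matrices gave unique molecular identifier (UMI) counts per gene for 9424 barcodes from the mouse on the normal diet (ND). They held 9923 and 11642 barcodes from the mice with MASH-related liver fibrosis (STZ-HFHC 1 and 2), which made 30989 barcodes in all. No barcode had fewer than 200 detected genes. Over 5000 genes were detected in 889 barcodes of ND, 914 of STZ-HFHC 1 and 612 of STZ-HFHC 2. Mitochondrial counts exceeded 5% in 41, 88 and 109 barcodes, respectively. With these barcodes excluded, 8494 nuclei of ND (90.1%), 8921 of STZ-HFHC 1 (89.9%) and 10921 of STZ-HFHC 2 (93.8%) were kept, 28336 in all. In all, 23466 genes were detected in at least 3 of the nuclei kept. Without the limits on genes and mitochondrial counts, 24327 genes were detected in at least 3 barcodes.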

After filtering, a selected count value of 23,855 genes across 30,989 cells was used in subsequent steps. Gene expression values were scaled and normalized for each gene across all integrated cells. Clustering and uniform manifold approximation and projection (UMAP) analysis were performed based on statistically significant principal components. Significant top cluster markers for each cluster, compared with all remaining cells, were identified using the Wilcoxon rank-sum test (min.pct = 0.25, log fc.threshold = 0.25), with only positive results retained. Additionally, Gene-Enrichment and Functional Annotation analyses for significant gene lists from two different results were performed using the g:Profiler tool (https://biit.cs.ut.ee/gprofiler/).

### 2.7 Blood chemistry analysis

Blood samples were collected every two weeks from the orbital venous plexus, and random blood glucose levels were assessed. Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were determined using a chemistry analyzer following the manufacturer’s protocol (Vettest 8008 Chemistry Analyser, IDEXX Laboratories, Westbrook, ME, USA).

### 2.8 Histological analysis

The liver was fixed in 10% formalin for 24 h before undergoing paraffin embedding. Hematoxylin and eosin (H&E), Masson’s trichrome staining, and immunohistochemistry (IHC) were performed on paraffin-embedded sections. Paraffin-embedded block cross-sections were transferred onto salinized glass slides, followed by deparaffinization using xylene and rehydration through a series of graded alcohols.

To enable antigen retrieval for IHC, microwave heating was performed for 15 min in 0.01 M citrate buffer (pH 6.0). To quench endogenous peroxidase activity, the sections were incubated with 3% hydrogen peroxide in methanol for 30 min. For human slides, incubation involved anti-CD3 (Abcam, Cambridge, UK), anti-CD68 (clone: KP1; Dako, Carpinteria, CA, USA), and anti-CHIT1 (Invitrogen, PA5-109528) antibodies. Mouse slides were treated with anti-F4/80 (Abcam, ab111101), anti-α-SMA (Sigma-Aldrich, A2547), and anti-CHIT1 (Invitrogen, PA5-109528) antibodies. Following washing, an EnVision+ system HRP-labelled polymer (Dako) was applied at 24°C for 30 min. The slides were then treated with 3,3′-diaminobenzidine for 1 min and counterstained with hematoxylin. Morphometric analysis of liver sections stained with IHC was performed on three fields (original magnification: 200×) of liver sections from 5 to 8 liver sections per group. The analysis involved quantifying three fields—one lobular and two portal tract regions—using the ImageJ 1.8.0v software (National Institutes of Health, Bethesda, MD, USA). Additionally, the co-localization of CD68 and CHIT1 was verified with double IHC using CD68 (Dako, M0814; Magenta Red: Dako, K4001) and CHIT1 (Invitrogen, PA5-109528; DAB: Dako, K4003) antibodies.

Sirius red staining was conducted using the Picro-Sirius Red Staining Kit (Abcam, Cambridge, UK) to assess collagen deposition in liver tissues. Collagen deposition was quantified by visualizing and analyzing three randomly selected fields from each slice using ImageJ 1.8.0v software (National Institutes of Health, Bethesda, MD, USA). Morphometric analysis of Sirius red-stained liver section was performed from three fields (original magnification: 100×) of 6–10 liver sections per group.

The non-alcoholic fatty liver disease (NAFLD) activity score (NAS) is a grading measure derived from numerical scores assigned to steatosis (0–3), hepatocellular ballooning (0–2), and lobular inflammation (0–3), with a resulting range of 0–8 (21). The NAS of tissue samples from the MASH mouse model utilized in this study was assessed by a single pathologist (E.S.J).

### 2.9 Western blotting

Total protein extraction was carried out using PRO-PREP protein extraction solution (iNtRON Biotechnology, Seoul, Korea). Next, the protein samples (30 µg) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and then transferred to a polyvinylidene fluoride membrane (Millipore). Subsequently, the membranes were blocked with 5% skim milk for 60 min at room temperature and then incubated overnight at 4°C with primary antibodies. Following three washes, the membranes were incubated with specific secondary antibodies for 1 h at room temperature. Protein bands were visualized using EZ-Western Lumi La (Dogen, Seoul, Korea) and imaged with the LAS-4000 (Fuji-Film, Tokyo, Japan) imaging system. Antibodies used are listed in the **Supplementary Table 4.**

### 2.10 RNA isolation and qRT-PCR

To detect mRNA expression, cDNA synthesis, and TaqMan RT-qPCR analyses were performed following previously described methods (25). Target gene mRNA levels were assessed using TaqMan gene expression assay (Applied Biosystems, Foster City, CA, USA). The assay IDs for each gene are detailed in **Supplementary Table 5**. qRT-PCR was conducted using a LightCycler 480 II system (Roche Diagnostics) with LightCycler 480 Probes Master Reaction Mix (Roche) in a total reaction volume of 20 μL.

### 2.11 Statistical analyses

Continuous data are presented as mean ± standard deviation, whereas categorical data are presented as numbers or percentages. Statistical analyses were conducted utilizing GraphPad Prism version 8.0.1 (GraphPad, Inc., San Diego, CA, USA). Continuous variables were evaluated using independent t-tests. Pearson’s correlation tests were employed to investigate relationships between the two parameters. A threshold of P < 0.05 was considered statistically significant.

## 3 Results

### 3.1 CHIT1 was upregulated in patients with liver fibrosis and MASH accompanied by progressive liver fibrosis and correlated with disease severity

Correlation analysis revealed a positive association between *CHIT1* levels and liver fibrosis (r = 0.280, *P* = 0.006), as well as with the levels of the macrophage marker *CD68* (r = 0.377, *P* < 0.001) and the pro-fibrogenic macrophage marker *CD9* (r = 0.350, *P* < 0.001). The correlation between *CHIT1* levels and those of the inflammation-related genes *NFKB1* and *CCR2* was 0.243 (P = 0.018) and 0.240 (*P* = 0.020), respectively (**Figure 1A**). The expression of each gene across different stages of liver fibrosis is presented in **Supplementary Figure 1**. In patients with F3-4 liver fibrosis, there was a significant increase in the expression of *CHIT1, CD68, CD9, NFKB1*, and *CCL2* (**Supplementary Figure S1A**). We confirmed a positive correlation between *CHIT1* and *SMAD2, STAT1*, and *FN1*, genes known to be associated with liver fibrosis. The expression of these three genes also significantly increased in individuals with F3 and F4 liver fibrosis (**Supplementary Figures S1B, C**). Flow cytometry analysis of tissues from patients with distinct liver fibrosis revealed a statistically significant increase in the expression of CHIT1 in CD14^+^CD80^+^ macrophages in tissues from patients with F3-4 liver fibrosis (**Figure 1B**). Moreover, our results demonstrated that CHIT1 expression was preferentially higher in monocyte-differentiated macrophages and LPS-stimulated macrophages compared to that in human liver-derived cell lines (**Supplementary Figure S2**).

**Figure 1:**
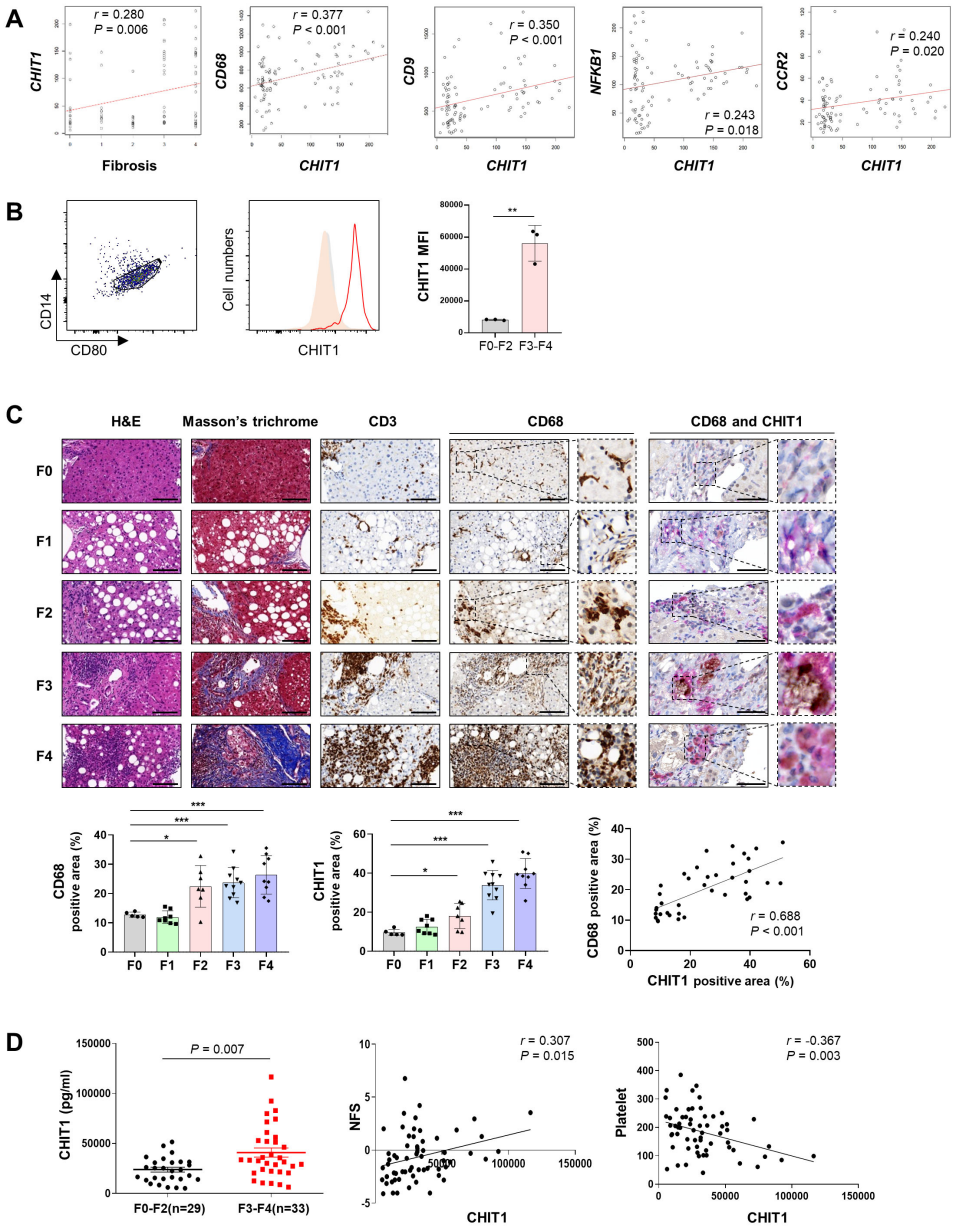
CHIT1 is upregulated in patients with liver fibrosis and MASH with progressive liver fibrosis and correlates with disease severity. **(A)** Correlation analysis of hepatic CHIT1. **(B)** Hepatic CHIT1 expression in CD14^+^CD80^+^ macrophages. **(C)** Liver biopsies stained with hematoxylin and eosin, Masson’s trichrome, CD3, CD68, and CHIT1 (scale bar: 100 µm, 400×). Double IHC for CD68 (Magenta Red) and CHIT1 (DAB Brown) (scale bar: 50 µm). Correlation analysis of hepatic CHIT1 and CD68. **(D)** Serum CHIT1 and correlation of CHIT1 with NFS and platelets. (A and C-D) Pearson’s correlation test; (B and C-D) Two-tailed independent t-test; data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. CHIT1, chitinase 1; MASH, metabolic dysfunction-associated steatohepatitis; NFS, non-alcoholic fatty liver disease (NAFLD) fibrosis score; SD, standard deviation.

IHC analysis revealed a significant upregulation of both CD68 and CHIT1 in stage F2 or higher tissues, compared with that in F0 tissues. Moreover, a notable correlation was observed between CD68 and CHIT1 levels (r = 0.688, *P* < 0.001). Furthermore, the co-localization of CD68 and CHIT1 was confirmed using double IHC (**Figure 1C**). The ELISA results further demonstrated a significant elevation in CHIT1 levels in samples from patients with high-grade fibrosis (F3-4, n = 33), compared with that in samples from patients with low-grade fibrosis (F0-2, n = 29) (*P* = 0.007), with a notable positive correlation observed with NAFLD fibrosis score (NFS) (r = 0.307, *P* = 0.015). Additionally, a significant negative correlation with platelet count was observed (r = 0.367, *P* = 0.003) (**Figure 1D**). Overall, these results indicate a significant association between CHIT1 levels and macrophage activation, inflammation, liver injury, disease onset, and the progression to advanced liver fibrosis.

### 3.2 Intrahepatic MP population increased in mice with MASH-related liver fibrosis

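Nuclei from frozen liver of 1 ND mouse and 2 STZ-HFHC mice were sequenced, with 1 library per mouse. The STZ-HFHC mice had been injected with 0.2 mg of streptozocin (STZ) at 3 days of age to destroy their islets. From 4 weeks of age they were fed the high-fat and high-cholesterol (HFHC) diet, with 41 kcal% fat and 43 kcal% carbohydrate. The authors deposited UMI counts per gene and barcode from Cell Ranger 7.0.1, without normalization. The paper's text names no genome build and does not say whether intronic reads were counted. Before filtering, the libraries held 77617520 UMIs in ND, 73942732 in STZ-HFHC 1 and 72934861 in STZ-HFHC 2. The nuclei kept under the limits of the paper held 42715797, 44350401 and 55632923 UMIs, respectively. Their median was 4068 UMIs per nucleus in ND, 3015 in STZ-HFHC 1 and 4027 in STZ-HFHC 2, and a median of 2122, 1778 and 2186 genes was detected.
Counts were scaled to 10000 UMIs per nucleus and log-transformed, and the 3 libraries were clustered together without batch correction. Clustering used 2000 variable genes, 30 principal components, a graph of shared nearest neighbors (15 per nucleus) and the Leiden method of leidenalg at a resolution of 1. The 11 genes of the macrophage claims (Adgre1, Cd5l, Mmp12, Atp6v0d2, Gpnmb, Lgals3, Cd36, Trem2, Cd9, Chit1 and Mertk) were left out of clustering and of the marker lists. Clusters were named by marker lists set before the data were examined, and the rule that applied the lists was revised 3 times after the clusters had been seen. Named nuclei are called macrophage-like, hepatocyte-like and so on. Gene levels were sums of UMIs over nuclei, scaled to all UMIs of the same nuclei and given as CPM. Gene coordinates were taken from the GENCODE M21 annotation of GRCm38 by Ensembl identifier, which held 99.8% of the identifiers in the files. Intervals in parentheses are 95% intervals, by the Clopper-Pearson method for shares and the exact Poisson method for CPM, and cover counting error only. A single ND mouse gives no spread, so no test between ND and STZ-HFHC was made. An SD is given only over the 2 STZ-HFHC mice. The labels of the ND library and of the STZ-HFHC libraries carry different codes of unstated meaning, so that a library batch and the condition cannot be told apart.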

Analysis of single-nuclei RNA sequencing (sNuc-Seq) confirmed increased intrahepatic MPs in mice (STZ-HFHC) with MASH-related liver fibrosis, compared with that in control mouse (ND). 

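Of the 23 clusters, 3 were macrophage-like by their share of 18 macrophage markers. They held 251 nuclei of ND, 2.96% of the nuclei kept (2.61–3.34). They held 1330 nuclei of STZ-HFHC 1, a share of 14.9% (14.2–15.7), and 886 nuclei of STZ-HFHC 2, a share of 8.11% (7.61–8.64). The mean of the STZ-HFHC mice was 11.5% ± 4.81 (SD, n = 2). The shares of STZ-HFHC 1 and 2 were 5.05 and 2.75 times that of ND, and the gap between the STZ-HFHC mice was larger than counting error. Macrophage-like nuclei of the conditions lay in separate clusters. A cluster with 14 of the 18 markers raised held 12 nuclei of ND, 1312 of STZ-HFHC 1 and 876 of STZ-HFHC 2. Another, with 8 of the markers raised together with 3 of 10 hepatocyte markers, held 239 nuclei of ND and 3 of STZ-HFHC 2, and Il1b, Cd163 and Clec4f led its genes. Named by 9 Kupffer cell markers in place of the macrophage markers, the same nuclei were selected.
Nuclei outside this class limited the shares. A cluster with raised macrophage and endothelial markers together was left unnamed and held 0.683% of ND nuclei (0.519–0.882), 9.09% of STZ-HFHC 1 (8.50–9.71) and 9.71% of STZ-HFHC 2 (9.16–10.3). A cluster led by mitochondrial genes was also left unnamed and held 0.165%, 11.5% and 5.48%, respectively. The ND share depended on depth: with every nucleus thinned to 1000 UMIs before clustering, it was 0.417%, and the mean ratio of STZ-HFHC to ND was 24.8. Without clustering, nuclei with UMIs of at least 2 different macrophage markers made up 14.8% of ND, 40.6% of STZ-HFHC 1 and 29.7% of STZ-HFHC 2, a mean ratio of 2.37. For Kupffer cell markers these shares were 12.2%, 11.8% and 13.6%, a mean ratio of 1.04. Depth was unequal in these counts, so they were repeated at 1000 UMIs per nucleus, a choice made after the first counts were seen. Macrophage markers then gave 2.42%, 15.6% and 9.24%, a mean ratio of 5.15, beside 0.580%, 1.62% and 0.789% of hepatocyte-like nuclei. Kupffer cell markers gave 1.77%, 3.80% and 3.35%, a mean ratio of 2.02, beside 0.468%, 0.241% and 0.234% of hepatocyte-like nuclei.

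**Figure D1:**
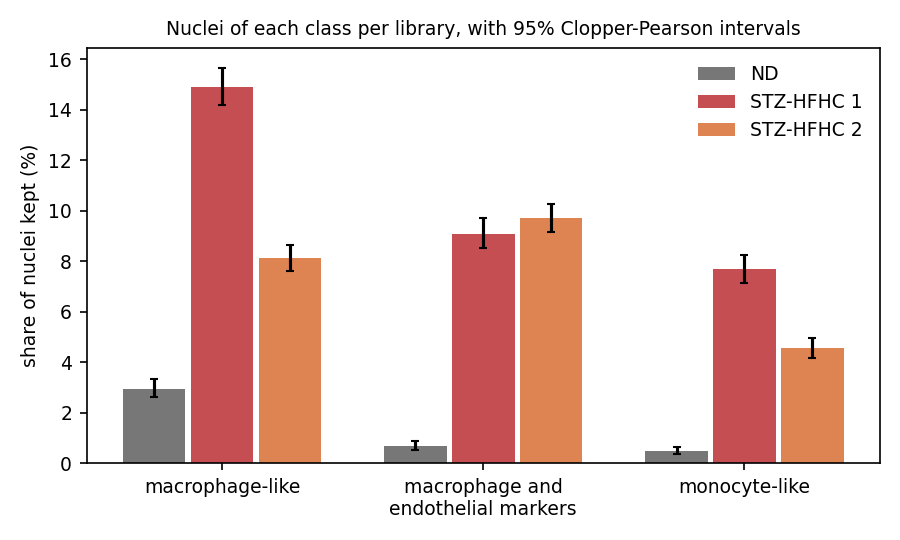
Share of the nuclei kept (%, vertical axis) in macrophage-like, mixed macrophage and endothelial, and monocyte-like clusters, with 1 bar per library and 95% Clopper-Pearson intervals as error bars. Macrophage-like nuclei made up 2.96% of ND, 14.9% of STZ-HFHC 1 and 8.11% of STZ-HFHC 2.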

We validated the increase in macrophage numbers using the singleR package (26) (**Figure 2A**) and confirmed the rise in KCs through ScType (27) (CellMarker database; http://biocc.hrbmu.edu.cn/CellMarker/ and PanglaoDB ; https://panglaodb.se ) (**Supplementary Figure S3A**). 

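Macrophage-like nuclei of all libraries were clustered again on 1000 variable genes and 20 principal components at a resolution of 0.5, which gave 7 subclusters. Levels were computed where a library had at least 20 nuclei in a subcluster. Subcluster 1 (728 nuclei) was led by Rasgrp3, Stox2 and Ptgs1, and the endothelial marker Ptprb was among its top 10 genes. Its endothelial markers summed to 1196 CPM in STZ-HFHC 1 and 1346 in STZ-HFHC 2, compared with 1020 and 954 in subcluster 2 and 258 and 295 in hepatocyte-like nuclei, so that endothelial RNA was not excluded. Subcluster 2 (563 nuclei) was led by Gfra2, Rtn1 and Ms4a8a. Subcluster 3 (492 nuclei) was led by Tmem267, Emp1 and Chst11. Subcluster 4 (373 nuclei) was led by Mmd2, Gm17276 and Gm31522, had a median of 6481 UMIs per nucleus, and 66.0% of its nuclei were among those with the highest doublet scores. Subcluster 5 (243 nuclei), led by Serpina1e, Gm15622 and Gm15401, held nuclei of ND alone. Subcluster 6 (38 nuclei) was led by Ear2, Actb and Crip1, and subcluster 7 (30 nuclei) by Neil3, Lockd and Kif11.
Adgre1 (ENSMUSG00000004730), which encodes F4/80, lies on chromosome 17 from 57358691 to 57483527. Its level in STZ-HFHC 1 was 546 CPM (476–622) in subcluster 1, 729 (678–782) in subcluster 2, 298 (262–338) in subcluster 3 and 422 (304–571) in subcluster 6. In STZ-HFHC 2 it was 439 CPM (386–497), 662 (578–756) and 239 (187–301) in subclusters 1, 2 and 3. The lowest levels were those of subcluster 4, at 129 CPM (109–151) in STZ-HFHC 1 and 130 (112–149) in STZ-HFHC 2. Hepatocyte-like nuclei of these libraries had 12.8 and 14.7 CPM, so that the lowest level of Adgre1 was 10.1 and 8.83 times this background, with a mean of 9.44 ± 0.866 (SD, n = 2). In subcluster 5, Adgre1 was at 109 CPM (89.8–132), 16.1 times the level of ND hepatocyte-like nuclei.
Cd5l (ENSMUSG00000015854) lies on chromosome 3 from 87357881 to 87371073 and encodes a secreted protein of macrophages. It was also lowest in subcluster 4, at 8.13 and 6.13 times the level of hepatocyte-like nuclei, a mean of 7.13 ± 1.41 (SD, n = 2). Its highest level in STZ-HFHC 1 was 3469 CPM (3113–3855) in subcluster 6, and in STZ-HFHC 2 it was 789 CPM (696–890) in subcluster 2. In subcluster 5, Cd5l was at 99.4 CPM (80.7–121), 15.2 times the level of ND hepatocyte-like nuclei. Without the nuclei with the highest doublet scores, the lowest subclusters were at 22.0 times the background for Adgre1 and 19.6 times for Cd5l.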

Following the analysis of macrophage nuclei, five discrete clusters were identified, all exhibiting high *Adgre1* and *Cd5l* (**Figures 2B, C**). Interestingly, we observed increased expression of *Mmp12, Atp6v0d2, Gpnmb, Lgals3, and Cd36*, collectively known as lipid-associated macrophage (LAM) markers (28, 29), within macrophage cluster 3 (**Figure 2C**). Moreover, sNuc-Seq analysis validated the heightened expression of LAM markers, including Trem2 and Cd9 (**Figure 2D**). 

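The counterpart of macrophage cluster 3 was chosen as the subcluster in which the genes of the paper's supplementary table for that cluster, other than the LAM genes and other genes of the claims, were highest. Ctsb was kept among the genes used for this choice. Subcluster 3 had a mean log2 fold change of 1.29 over these genes against the other macrophage-like nuclei, and the small subcluster 6 followed at 1.19. Subcluster 3 held 1 nucleus of ND, 357 of STZ-HFHC 1 (26.8% of its macrophage-like nuclei) and 134 of STZ-HFHC 2 (15.1%). LAM genes were compared within each STZ-HFHC mouse, between subcluster 3 and the other macrophage-like nuclei.
Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) was at 1299 CPM (1222–1380) in subcluster 3 of STZ-HFHC 1 and 750 (655–854) in that of STZ-HFHC 2. In the other macrophage-like nuclei it was at 272 CPM (253–292) and 99.7 (87.7–113), a log2 fold change of 2.58 ± 0.46 (SD, n = 2). Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605) was at 938 CPM (873–1007) and 753 (658–857) in subcluster 3, with a log2 fold change of 3.45 ± 0.47. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) was at 1952 CPM (1857–2050) and 1758 (1611–1914), with a log2 fold change of 3.13 ± 0.53. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) was at 898 CPM (834–965) and 760 (664–865), with a log2 fold change of 2.05 ± 0.13. Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) was at 847 CPM (785–913) and 521 (442–609), with a log2 fold change of 1.03 ± 0.02. Hepatocyte-like nuclei of the same mice also had Cd36, at 308.5 CPM (302–315) and 211 (206–216), and free RNA of these cells was not excluded as part of its level. The mean log2 fold change of the 5 genes was 2.23 in STZ-HFHC 1 and 2.67 in STZ-HFHC 2, and each gene was higher in subcluster 3 in both mice. The paper's list for cluster 3 came from the same mice, and Mmp12, Atp6v0d2 and Gpnmb lead it. High LAM genes in a subcluster chosen by that list are therefore not independent support, although the 5 genes were left out of the choice.
Subcluster 3 was not the highest for every gene. In STZ-HFHC 1, the 26 nuclei of subcluster 6 had 2685 CPM of Mmp12 (2372–3027), 1900 of Lgals3 (1639–2192) and 1790 of Cd36 (1537–2073), above subcluster 3. Gpnmb and Atp6v0d2 were at 2081 CPM (1808–2385) and 804 (638–1001) there, within counting error of subcluster 3. Among the alternatives, a subcluster resolution of 0.3, with the counterpart chosen again, moved the mean of the 5 genes most, to 1.64.

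**Figure D2:**
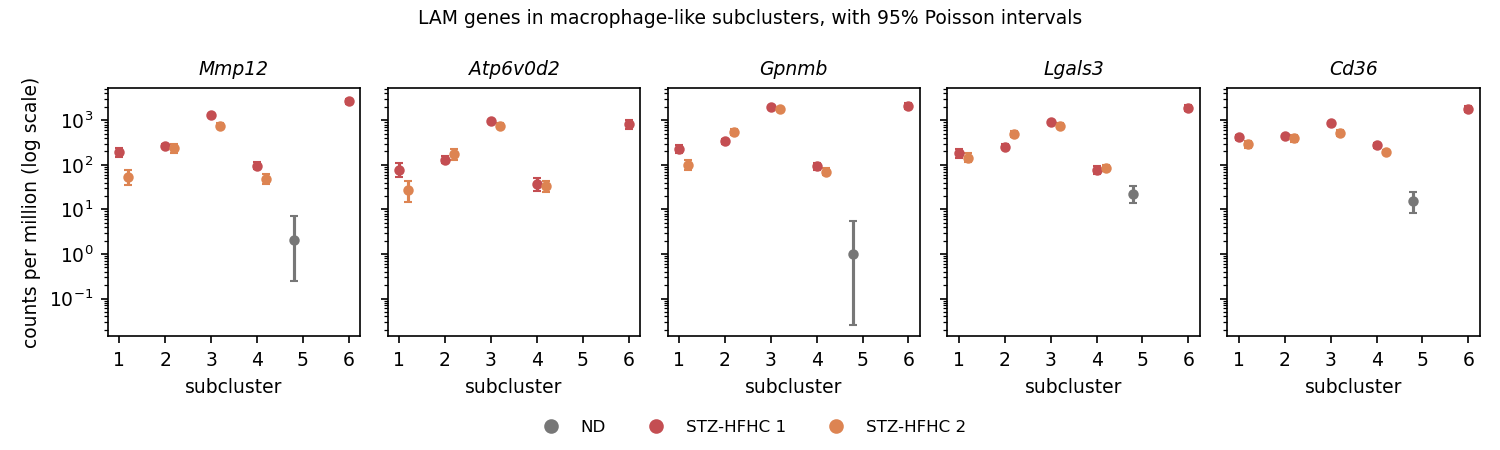
Level of the 5 LAM genes (CPM, log scale, vertical axes) by macrophage-like subcluster (horizontal axes), with 1 point per library and 95% Poisson intervals as error bars. Subclusters with under 20 nuclei in a library and Atp6v0d2 in ND, with a count of 0, are not drawn. Subclusters 3 and 6 hold the highest levels of each gene.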

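Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) and Cd9 (ENSMUSG00000030342, chromosome 6, 125460266 to 125494791) were summed over all macrophage-like nuclei of each mouse. Trem2 had 1 UMI in ND, 82 in STZ-HFHC 1 and 37 in STZ-HFHC 2, which gave 0.992 CPM (0.0251–5.53), 22.9 (18.2–28.4) and 13.2 (9.27–18.2), respectively. The ratio to ND was 23.1 (4.03–923) in STZ-HFHC 1 and 13.3 (2.24–538) in STZ-HFHC 2, with conditional binomial intervals that are wide because of the single ND count. The mean log2 ratio, with 0.5 added to each count, was 3.56 ± 0.56 (SD, n = 2). Without the nuclei with the highest doublet scores, no Trem2 UMI was left in ND macrophage-like nuclei and this log2 ratio was 5.64.
Cd9 had 8 UMIs in ND, 375 in STZ-HFHC 1 and 120 in STZ-HFHC 2, which gave 7.94 CPM (3.43–15.6), 105 (94.4–116) and 42.7 (35.4–51.1). The ratio to ND was 13.2 (6.63–30.8) in STZ-HFHC 1 and 5.38 (2.65–12.8) in STZ-HFHC 2, a mean log2 ratio of 2.99 ± 0.91 (SD, n = 2). The ND level of Cd9 was that of the background, as ND hepatocyte-like nuclei had 8.26 CPM (7.12–9.54). Hepatocyte-like nuclei of STZ-HFHC 1 and 2 had 24.0 and 11.6 CPM.
At a common depth of 1000 UMIs per nucleus, 1 of 192 ND macrophage-like nuclei had a Trem2 UMI, 0.521% (0.0132–2.87). In STZ-HFHC the share was 27 of 1186 nuclei, 2.28% (1.51–3.30), and 14 of 815 nuclei, 1.72% (0.942–2.87). Hepatocyte-like nuclei at that depth had shares of 0.309% and 0.128% in STZ-HFHC 1 and 2, and 0 of 4485 in ND, which allows up to 0.0669%. For Cd9 the shares of macrophage-like nuclei were 1.56% (0.323–4.50) in ND, 7.93% (6.45–9.61) in STZ-HFHC 1 and 4.05% (2.80–5.64) in STZ-HFHC 2, beside 0.713%, 2.71% and 1.22% of hepatocyte-like nuclei. The ND share of either gene overlapped its background within counting error. Median depths before thinning were 2226, 1792.5 and 1885.5 UMIs in macrophage-like nuclei and 4057.5, 7981.5 and 6552 UMIs in hepatocyte-like nuclei.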

The analysis of KC nuclei revealed the presence of four distinct clusters, with cluster 4 exclusively identified in the normal mouse. Additionally, our findings demonstrated a close correlation with those obtained from the analysis of macrophage nuclei (**Supplementary Figures S3B–D**). These sNuc-Seq results show elevated intrahepatic MP levels in mice with MASH-related liver fibrosis, consistent with the findings from single-cell RNA sequencing analysis of MASH mouse livers (11).

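The nuclei selected by Kupffer cell markers were divided into subclusters of the joint clustering, and a subcluster was assigned to ND when it held under 5% of the nuclei of each STZ-HFHC mouse. Subclusters of this kind held 96.8% of the ND nuclei (93.8–98.6), all in subcluster 5, which had no nucleus of STZ-HFHC. Hepatocyte transcripts were among the leading genes of subcluster 5, with Bhmt and Elovl3 beside Serpina1e. Its hepatocyte markers summed to 17333 CPM, compared with 14829 in the doublet-rich subcluster 4 and from 4836 to 10422 in the others. Part of this is a difference between libraries, as hepatocyte-like nuclei had 20067 CPM in ND, 14936 in STZ-HFHC 1 and 16469 in STZ-HFHC 2. Hepatocyte-like and endothelial-like nuclei were divided by condition as well. A hepatocyte-like cluster held 3764 nuclei of ND and 3 of STZ-HFHC 2, and an endothelial-like cluster 1156 of ND, 3 of STZ-HFHC 1 and 9 of STZ-HFHC 2, with Gm15401, Gm15622 and Gm14764 among its leading genes. B cell-like, T or NK cell-like, cholangiocyte-like and mesothelial-like nuclei each formed 1 cluster that the 3 libraries shared.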

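The lists of macrophage and Kupffer cell markers selected the same 2467 nuclei, and 0 nuclei were selected by 1 list alone. Levels and subclusters are therefore identical for both. Selection by at least 2 markers of each list without clustering did give different nuclei, but levels were not compared between those. Clec4f, Vsig4, Timd4, Marco and Cd163 are on both lists.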

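Monocyte-like nuclei, selected by 8 monocyte markers with 6 raised, made up 0.483% of ND nuclei (0.347–0.654), 7.68% of STZ-HFHC 1 (7.13–8.25) and 4.55% of STZ-HFHC 2 (4.17–4.96). Macrophage-like and monocyte-like nuclei together were 292 in ND, a share of 3.44% (3.06–3.85). They were 2015 in STZ-HFHC 1 and 1383 in STZ-HFHC 2, shares of 22.6% (21.7–23.5) and 12.7% (12.0–13.3). The mean of the STZ-HFHC mice was 17.6% ± 7.02 (SD, n = 2), and their shares were 6.57 and 3.68 times that of ND. Both shares lay above ND by more than counting error, and the spread between ND mice is unknown. From its sNuc-Seq results, the paper concludes that MP levels were elevated in mice with MASH-related liver fibrosis.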

**Figure 2:**
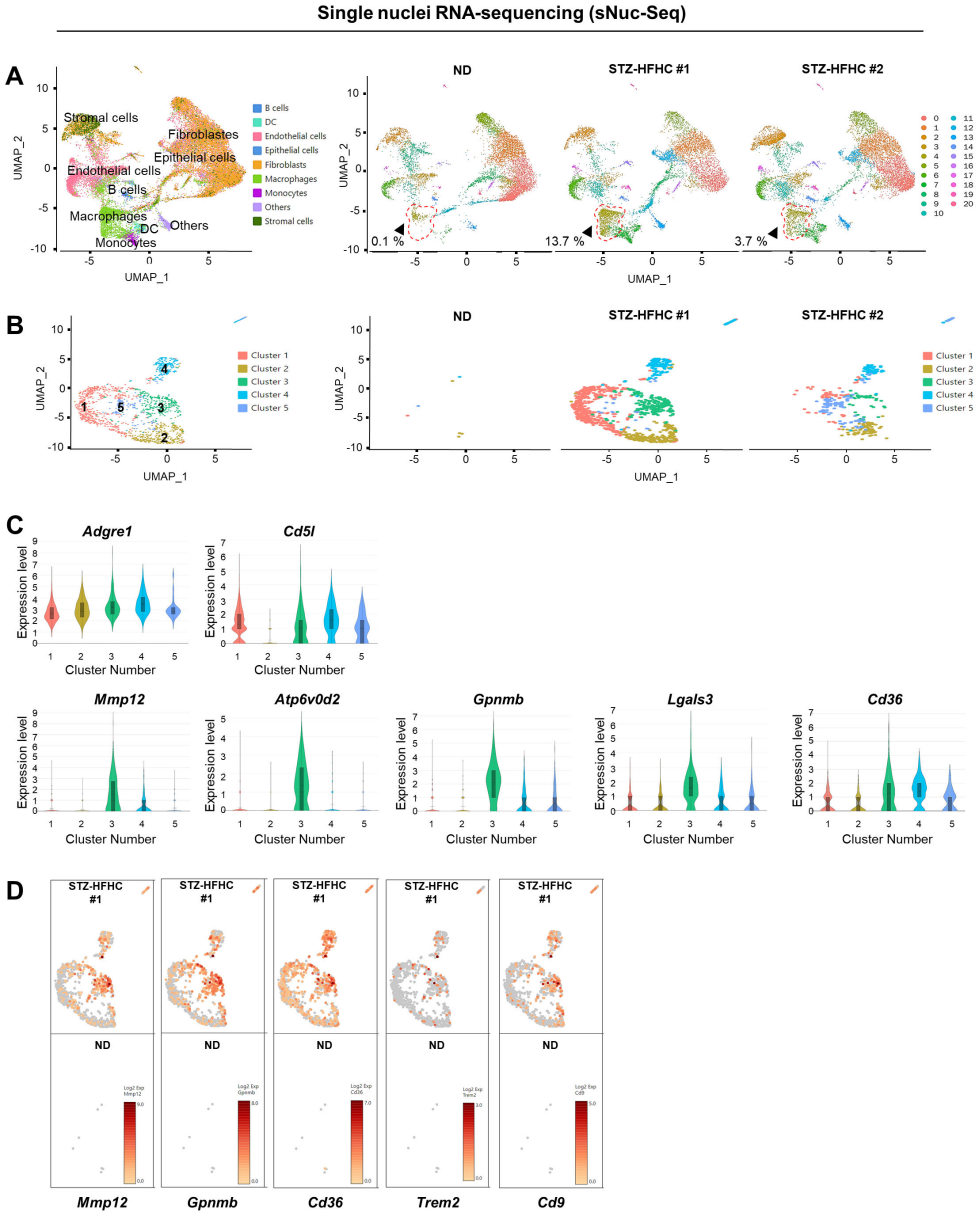
Single-nuclei RNA sequencing (sNuc-Seq) analysis of mice with MASH-related liver fibrosis. **(A)** Annotation of cell populations and uniform manifold approximation and projection (UMAP) clustering of integrated sNuc-Seq dataset. **(B)** UMAP plots of the five different macrophage subpopulations. **(C)** Violin plot of the expression of specific genes across various macrophage subpopulations. **(D)** UMAP plots of the genes associated with the lipid-associated macrophage (LAM) subtype (Mmp12, Gpnmb, and Cd36) in cluster 3 lineage. MASH, metabolic dysfunction-associated steatohepatitis.

### 3.3 CHIT1 inhibition mitigated liver injury in a MASH-related liver fibrosis mouse model

The STZ-injected group had a lower total body weight than the ND group. Conversely, liver weight significantly increased in the vehicle-treated group, while it decreased in a concentration-dependent manner in the OATD-01-treated STZ-HFHC group (**Figure 3A**). In the STZ-HFHC group, the levels of fasting blood glucose were significantly elevated (**Supplementary Figure S4A**), as was *Srebf1c* mRNA expression; however *Ppara* mRNA expression was significantly reduced (**Supplementary Figure S4B**). Furthermore, fat accumulation was evident in the STZ-HFHC group (**Supplementary Figure S4C**), indicating the successful establishment of the fatty liver model.

**Figure 3:**
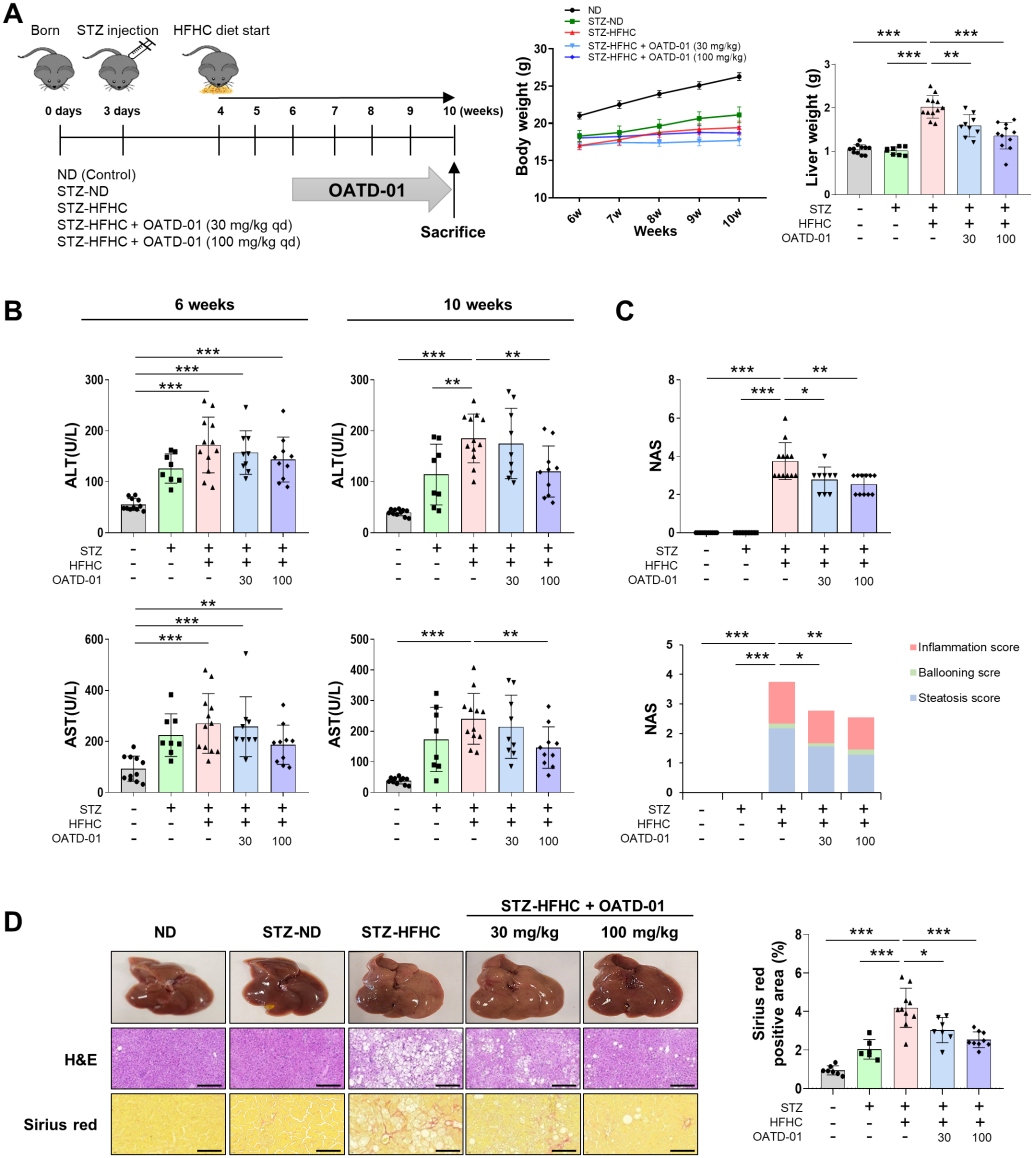
CHIT1 inhibition ameliorates liver injury in mice with MASH-related liver fibrosis. **(A)** Development of the MASH mouse model using streptozotocin and a high-fat, high-cholesterol diet. **(B)** Serum alanine aminotransferase and aspartate aminotransferase levels at 6 and 10 weeks. **(C)** NAS from mouse liver specimens (n = 8–12 per group). **(D)** Hematoxylin and eosin (scale bar: 200 µm, 200×) and Sirius red (scale bar: 100 µm, 400×) staining of liver tissues. Two-tailed unpaired independent t-test; data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. CHIT1, chitinase 1; MASH, metabolic dysfunction-associated steatohepatitis; NAS, non-alcoholic fatty liver disease activity score; SD, standard deviation.

After establishing liver damage in the 6-week STZ-HFHC group, evidenced by elevated levels of ALT and AST, compared with those in the ND group, OATD-01 was administered for 4 weeks. Both ALT and AST levels were significantly reduced in the STZ-HFHC group treated with 100 mg/kg of OATD-01, compared with those in the vehicle-treated group (**Figure 3B**). The NAS was significantly elevated in the livers of the vehicle-treated group, whereas it decreased in a concentration-dependent manner in the livers of the OATD-01-treated STZ-HFHC group (**Figure 3C**). H&E staining of paraffin-embedded liver sections revealed a significant reduction in hepatocyte necrosis and sinusoidal congestion in the livers of the OATD-01-treated STZ-HFHC group, compared with those in the vehicle-treated group. Additionally, Sirius red staining demonstrated a concentration-dependent decrease in liver collagen deposition area in the OATD-01-treated STZ-HFHC group compared with that in the vehicle-treated group (**Figure 3D**). These findings suggest that Chit1 inhibition mitigates liver injury in a mouse model of MASH-related liver fibrosis.

### 3.4 CHIT1 inhibition attenuated hepatic inflammation and fibrosis

IHC results revealed higher proportions of CHIT1-, F4/80-, and α-SMA-positive cells in the STZ-HFHC group than those in the ND and STZ-ND groups (**Figure 4A**). These findings are similar to those in patients with liver fibrosis and MASH accompanied by progressive liver fibrosis (**Figures 1A, C**). In the STZ-HFHC group treated with 100 mg/kg of OATD-01, the abundance of CHIT1-, F4/80-, and α-SMA-positive cells was significantly decreased, compared with that in the vehicle-treated group. IHC also confirmed a positive correlation between α-SMA and CHIT1 (r = 0.758, *P* < 0.001) (**Figure 4A**).

**Figure 4:**
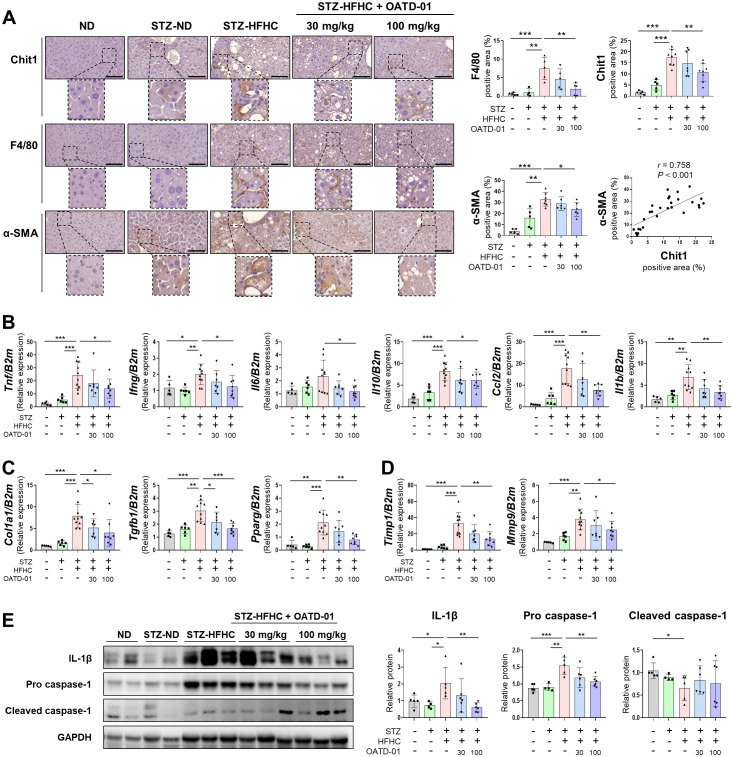
CHIT1 inhibition attenuates hepatic inflammation and fibrosis in mice with MASH-related liver fibrosis. **(A)** CHIT1, F4/80, and α-SMA immunohistochemistry (scale bar: 100 µm, 400×). Correlation analysis of hepatic CHIT1 and α-SMA (Pearson’s correlation test). **(B-D)** Hepatic mRNA levels of genes related to inflammation, fibrosis, and matrix remodeling. **(E)** Expression of proteins involved in inflammation. **(A-E)** Two-tailed unpaired independent t-test; data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. CHIT1, chitinase 1; MASH, metabolic dysfunction-associated steatohepatitis; α-SMA, alpha smooth muscle actin; β2M, beta 2 microglobulin; SD, standard deviation.

To further explore the molecular mechanisms underlying the anti-inflammatory and anti-fibrotic effects of OATD-01, we assessed the expression of various fibrosis markers in the liver using qRT-PCR. In the vehicle-treated group, inflammation-related genes *Tnf, Ifng, Il6, Il10, Ccl2*, and *Il1b* were markedly upregulated, whereas these genes were significantly downregulated in the OATD-01-treated STZ-HFHC group (**Figure 4B**). A similar trend was observed for fibrosis-related genes *Col1a1*, transforming growth factor beta 1 (*Tgfb1*), and *Pparg* (**Figure 4C**), as well as matrix remodeling-related genes *Timp1* and *Mmp9* (**Figure 4D)**. We observed a significant increase in the expression of IL-1β and pro-caspase-1 in the vehicle-treated group, and this was reversed by OATD-01 treatment. Conversely, cleaved caspase-1 was significantly decreased in the vehicle-treated group and increased in the OATD-01-treated STZ-HFHC group (**Figure 4E**).

THP-1 cells were differentiated into macrophages using phorbol 12-myristate 13-acetate (PMA), followed by OATD-01 administration prior to LPS activation. Consistent with observations in the MASH-related liver fibrosis mouse models, treatment with OATD-01 decreased the expression of inflammation-related genes induced by LPS (**Supplementary Figure S5**). These results suggest that inhibiting CHIT1 may mitigate liver inflammation and fibrosis in MASH-related liver fibrosis.

### 3.5 CHIT1 inhibition reduced CHIT1^+^MerTK^+^ intrahepatic MPs but not F4/80^+^CD11b^+^ MPs

**Figure 5A** illustrates the gating strategies for intrahepatic recruited (F4/80^low^ CD11b^high^) and resident (F4/80^high^ CD11b^low^) MPs. Compared with the ND group, intrahepatic (F4/80^+^CD11b^+^) MPs in the vehicle-treated group increased but did not significantly change after OATD-01 treatment. The population of resident (F4/80^high^ CD11b^low^) MPs also did not significantly differ. However, the OATD-01-treated STZ-HFHC group exhibited a significantly reduced population of intrahepatic recruited (F4/80^low^ CD11b^high^) MPs, compared with the vehicle-treated group (**Figure 5B**). After OATD-01 treatment, the number of CHIT1^+^ or MerTK^+^ intrahepatic MPs decreased. Particularly, both the number and the percentage of CHIT1^+^MerTK^+^ intrahepatic MPs significantly increased in the vehicle-treated group, while they decreased significantly in the OATD-01-treated STZ-HFHC group. Additionally, a significant correlation was observed between CHIT1^+^ and MerTK^+^ cells (r = 0.362, *P* <no><</no> 0.001) (**Figure 5C**). These results indicate that CHIT1 inhibition altered the phenotype of fibrotic macrophages rather than the total number of intrahepatic MPs.

**Figure 5:**
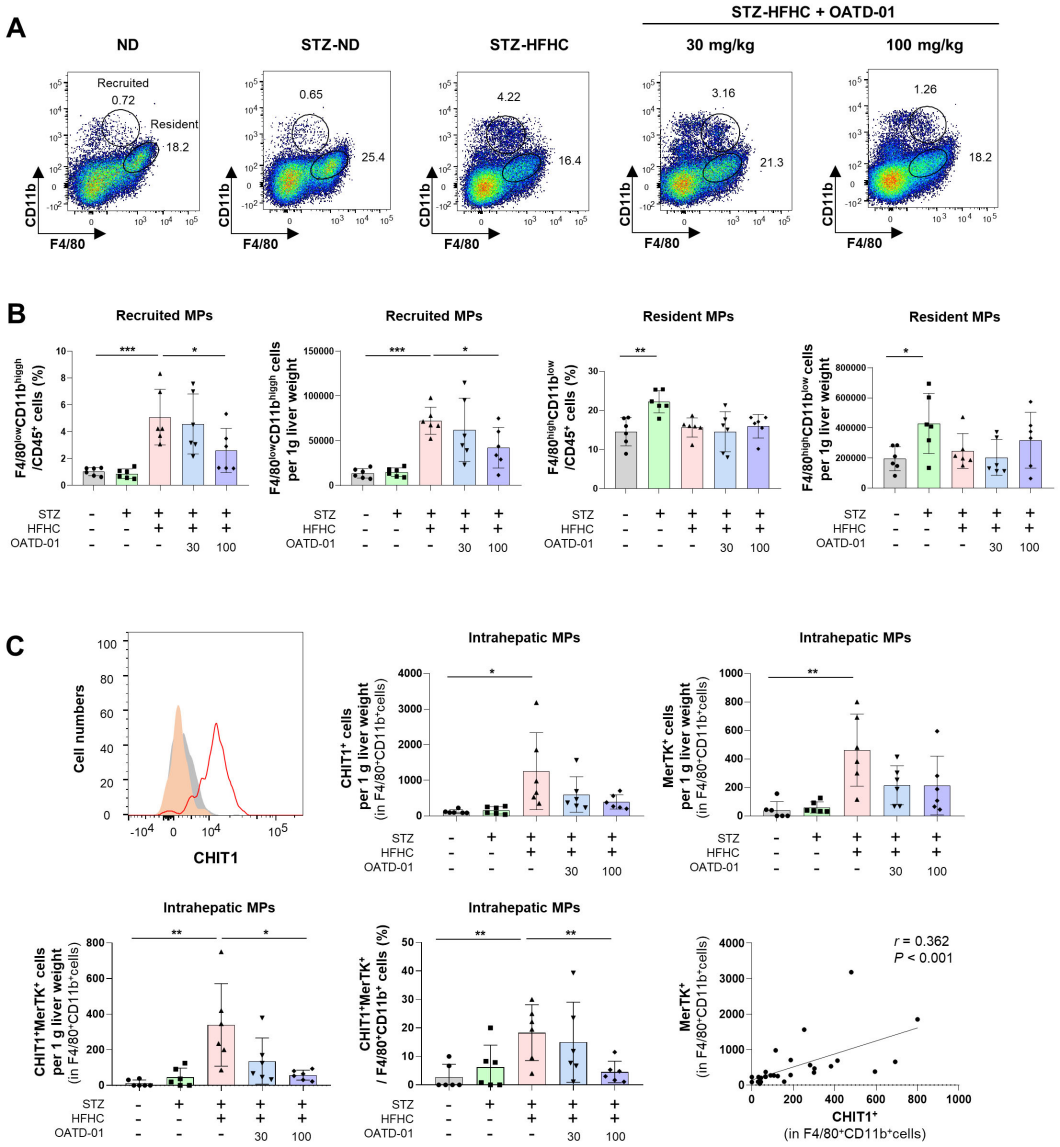
CHIT1 inhibition alters the phenotype of activated mononuclear phagocytes (MPs) in MASH. **(A)** Dot plot illustrating the proportions of recruited/resident MPs. **(B)** Recruited (F4/80^low^ CD11b^high^) and resident (F4/80^high^ CD11b^low^) MP number per g liver weight and cell percentage in vehicle or OATD-01-treated STZ-injected, HFHC diet-fed MASH mice. **(C)** CHIT1^+^, MerTK^+^, and CHIT1^+^MerTK^+^ cell number per g liver weight. Frequency of CHIT1^+^MerTK^+^ intrahepatic MP cells in STZ-injected, HFHC diet-fed MASH mice with or without OATD-01 treatment. Two-tailed unpaired independent t-test; data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. Correlation analysis of hepatic CHIT1^+^ and MerTK^+^ MPs (Pearson’s correlation test). CHIT1, chitinase 1; MASH, metabolic dysfunction-associated steatohepatitis; STZ, streptozocin; HFHC, high-fat and high-cholesterol; MerTK, MER Proto-Oncogene, Tyrosine Kinase; SD, standard deviation.

## 4 Discussion

In this study, we found a strong correlation between increased CHIT1 levels and MASH severity, encompassing factors indicative of liver inflammation and injury. We further confirmed the potential of CHIT1 as a MASH therapeutic target. Given the prevalence of chronic hepatic inflammation and low-grade systemic inflammation among most patients with MASH, we hypothesized that controlling CHIT1 produced by activated macrophages could alleviate inflammation and serve as a potential treatment strategy for MASH. In MASH-related liver fibrosis mouse models, we demonstrated that OATD-01, a CHIT1 inhibitor, could impede liver fibrosis progression by suppressing macrophage activity and inflammation. Our findings align with the results of previous research indicating the anti-inflammatory and anti-fibrotic effects of CHIT1 inhibition observed in bleomycin-induced pulmonary fibrosis, as demonstrated by genetic inactivation of CHIT1 in *Chit1-/-* mice and in studies involving OATD-01 (22).

CHIT1 is primarily synthesized by innate immune cells, such as neutrophils, activated macrophages, and polymorphonuclear leukocytes (30). Activated macrophages subsequently generate proinflammatory cytokines, amplifying intrahepatic inflammation (31). Therefore, CHIT1 levels are low in healthy individuals but are markedly increased in response to diverse proinflammatory stimuli (32). A previous investigation revealed significantly elevated *CHIT1* levels in patients with MASH, compared with those in patients with simple steatosis (14). CHIT1 is implicated in promoting tissue remodeling in fibroblastic liver tissue, a process initiated by KCs, the liver-specific macrophages (14, 15). The overexpression of CHIT1 has been observed to influence HSC activation, as evidenced by a notable correlation between *CHIT1* and *α-SMA* expression in patients with MASH (15). We corroborated these findings in patients presenting with liver fibrosis and MASH, particularly those with advanced liver fibrosis. Moreover, we substantiated these outcomes in a mouse model of MASH-related liver fibrosis, where infiltrating macrophages assume a remarkable role. This suggests the potential involvement of CHIT1 in regulating the liver extracellular matrix and activating HSCs (15), thus contributing to the progression of liver fibrosis and cirrhosis (14, 15). It is conceivable that the release of CHIT1 contributes to the activation of non-parenchymal cells, particularly considering that the biological effects of CHIT1 are modulated by cytokine release (16). Therefore, we reiterate the hypothesis that controlling CHIT1 produced by activated macrophages could alleviate inflammation and serve as a potential therapeutic strategy for MASH.

Macrophages are the primary source of MerTK expression in livers with MASH fibrosis. In response to MerTK signaling, macrophages secrete TGF-β1 and are strategically located proximally to activate HSCs; therefore, they play a crucial role in the progression of liver injury from inflammation to fibrosis (33). Macrophages with high MerTK stimulate a profibrotic phenotype in HSCs through paracrine signaling, resulting in a substantial increase in cell migration, viability, proliferation, and expression of profibrotic factors (6, 34). Moreover, a significant correlation between *CHIT1 and α-SMA* expression has been demonstrated in patients with MASH, with CHIT1 overexpression reported to affect HSC activation (15). We demonstrated that in MASH fibrosis, CHIT1 was primarily expressed in activated macrophages and correlated with CD68, MerTK, and α-SMA. Furthermore, we validated that MASH mice exhibited a shift toward a fibrotic macrophage phenotype characterized by an increase in CHIT1^+^MerTK^+^ intrahepatic MP levels. The reduction in elevated CHIT1^+^MerTK^+^ intrahepatic MP levels in MASH mice following administration of OATD-01 affirmed CHIT1 as a therapeutic target for MASH.

The precise mechanism underlying the involvement of CHIT1 in diseases remains to be fully elucidated. Recent research has revealed a pivotal role of CHIT1 in modulating TGF-β signaling in lung fibrosis. CHIT1 plays a significant role in IL-13-induced alveolar fibrosis by modulating MAPK and TGFβ signaling in mice (35). Furthermore, CHIT1 enhances TGF-β signaling in fibroblasts, potentially by inducing TGF-β receptor expression, inhibiting its feedback inhibitor (SMAD7), and interacting with chaperone proteins such as TGF-β receptor-associated protein 1 and forkhead box O3. This augmentation leads to increased production of extracellular connective tissue, including collagen, and accumulation of extracellular matrix proteins, potentially contributing to alveolar destruction and tissue remodeling (22, 35). Moreover, fibroblasts serve as the primary effector cells responsible for fibrotic tissue responses, with TGF-β1 playing a crucial role in this process. CHIT1 amplifies TGF-β1-stimulated fibroblast proliferation and myofibroblast transformation (35).

The implication of CHIT1 in various disease contexts extends beyond its role in the human defense system against parasites. It has been linked to inflammatory diseases, asthma, acute and chronic inflammatory conditions, autoimmune disorders, dental diseases, neurological disorders, metabolic disorders, liver diseases, polycystic ovarian syndrome, endometriosis, and cancer. This wide-ranging involvement underscores the significance of ongoing research into drugs targeting CHIT1 (36). Several CHIT1 inhibitors are under investigation (36), including allosamidin (37), demethylallosamidin (35), HM508 (38), cyclic dipeptide chitinase inhibitors identified through structure-based exploration (39), and aromatic 2-(3-(methylcarbamoyl)guanidino)-N-arylacetamides (40). Recent investigations have explored the clinical potential of CHIT1 inhibitors in inflammatory and fibrotic diseases. Kasugamycin, a widely recognized aminoglycoside antibiotic, has emerged as a novel inhibitor of CHIT1, exhibiting potent anti-fibrotic effects on pulmonary fibrosis (41). OATD-01, a first-in-class chitinase inhibitor, demonstrates selective inhibition of chitinase activity against CHIT1 at low nanomolar levels (42). It is currently under investigation for the treatment of idiopathic pulmonary fibrosis (22) and severe asthma (43). OATD-01, a potent inhibitor of CHIT1 and AMCase, demonstrates robust pharmacokinetic properties in various animal models and is currently undergoing clinical trials (42).

This study had some limitations. First, we encountered difficulty in isolating KCs and MoMFs in MASH-related liver fibrosis mouse models. Unfortunately, this hindered our ability to elucidate the distinct effect of CHIT1 on MPs. Second, the precise involvement of CHIT1 in LAMs and inflammatory macrophages, both crucial in MASH progression, remains incompletely explored. Recently, lipid-loaded macrophages have emerged as a hallmark of several diseases, and macrophage clusters characterized by Trem2^+^ MASH related macrophages have been identified in diet-induced MASH mouse models (11) and humans (29). 

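By subcluster, Trem2 rested on few counts. In STZ-HFHC 1 it was at 12.2 CPM (3.95–28.4) in subcluster 1, 18.7 (11.4–28.9) in subcluster 2, 30.7 (19.9–45.3) in subcluster 3 and 6.12 (2.46–12.6) in subcluster 4. The 26 nuclei of subcluster 6 held 24 Trem2 UMIs, in 6 nuclei, at 241 CPM (155–359). In STZ-HFHC 2 it was at 5.31 CPM (1.10–15.5), 24.1 (10.4–47.4), 49.8 (27.8–82.1) and 3.93 (1.44–8.54) in subclusters 1 to 4. Hepatocyte-like nuclei had 2.28 CPM in STZ-HFHC 1 and 0.373 CPM in STZ-HFHC 2. Within the intervals, subclusters 2 and 3 were not separable for Trem2 in either mouse.
Cd9 was higher in subcluster 3 than in subclusters 1, 2 and 4 of both mice. It was at 233 CPM (201–269) in subcluster 3 of STZ-HFHC 1, compared with 65.8 (43.3–95.7), 60.9 (47.0–77.6) and 37.6 (27.2–50.6) in subclusters 1, 2 and 4. In STZ-HFHC 2 it was at 156 CPM (115–207) in subcluster 3, compared with 31.9 (18.9–50.4), 36.1 (18.7–63.1) and 22.2 (15.4–31.1). Subcluster 6 of STZ-HFHC 1 had 452 CPM of Cd9 (330–605). The log2 fold change of subcluster 3 against the other macrophage-like nuclei was 0.59 and 2.52 for Trem2 in STZ-HFHC 1 and 2, and 1.80 and 2.43 for Cd9. The mean of the mice was 1.55 for Trem2 and 2.11 for Cd9. With each STZ-HFHC library clustered on its own, these means were 3.41 and 2.33. At a subcluster resolution of 0.3 they were 0.73 and 0.97, and without high doublet scores 0.86 and 1.38. The counterpart of macrophage cluster 3 was chosen again in each of these alternatives, so the values need not describe subcluster 3.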

Our sNuc-Seq analysis confirmed an increase in *Trem2* and *Cd9* expression; however, it did not identify a single macrophage population among the five macrophage populations (**Figures 2C–D**). 

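Chit1 (ENSMUSG00000026450, chromosome 1, 134111242 to 134151540) had 0 UMIs in the macrophage-like nuclei of all 3 mice. At this depth a count of 0 allows up to 2.98 CPM in ND, 0.838 CPM in STZ-HFHC 1 and 1.07 CPM in STZ-HFHC 2, and levels under these limits were not excluded. Over all nuclei kept, Chit1 had 2 UMIs in ND, 4 in STZ-HFHC 1 and 5 in STZ-HFHC 2, or 0.0468 CPM (0.00567–0.169), 0.0902 (0.0246–0.231) and 0.0899 (0.0292–0.210). When macrophages were taken as nuclei with at least 2 different macrophage markers, 1 Chit1 UMI was found.
Ctsb (ENSMUSG00000021939, chromosome 14, 63122462 to 63145923) was not left out of clustering. It was also among the genes by which subcluster 3 was chosen, so a higher level there is not independent support. Ctsb was at 128 CPM (107–152) in ND macrophage-like nuclei. It was at 719 CPM (691–747) in STZ-HFHC 1 and 397 (374–421) in STZ-HFHC 2, which was 5.62 (4.70–6.76) and 3.10 (2.58–3.75) times the ND level. In subcluster 3 it was at 1034 CPM (965–1106) in STZ-HFHC 1 and 713 (621–815) in STZ-HFHC 2, a log2 fold change of 0.86 ± 0.19 (SD, n = 2) against the other macrophage-like nuclei. This log2 fold change was 0.34 without the nuclei with the highest doublet scores and 3.01 with each STZ-HFHC library clustered on its own. It was 0.14 without the doublet-rich subcluster 4, an alternative chosen after the values had been seen. The counterpart of macrophage cluster 3 was chosen again in each of these and need not be subcluster 3. Other subclusters reached these levels: subcluster 6 had 3992 CPM (3609–4405) in STZ-HFHC 1, and subcluster 2 had 756 CPM in STZ-HFHC 2, within counting error of its subcluster 3. Hepatocyte-like nuclei of STZ-HFHC 1 and 2 had 56.6 and 41.8 CPM.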

Although a previous study using human omental adipose tissue has identified *CTSB, CD9, CD36*, and *CHIT1* as highly significant differentially expressed genes in human TREM2-expressing LAMs, compared with those in macrophages (26), our results did not demonstrate elevated *CHIT1* levels. This observation likely reflects a cytoplasm-biased gene, considering that *TREM2, CD9*, and *CHIT1* are all more abundant in the cytoplasm than in the nucleus of liver cells (44). Thirdly, we were unable to identify additional critical mediators involved in CHIT1-associated pathways in MASH. Therefore, additional mechanistic analysis of CHIT1 in association with macrophage activation genes, including MerTK, GPNMB, and CD36, which play pivotal roles in the progression of MASH, is warranted.

## 5 Conclusions

Our investigation addressed the gap in the literature by elucidating the central modulatory role of CHIT1 in macrophage activity and inflammation. Through comprehensive analysis of tissue and serum samples from patients with liver fibrosis, including MASH, and validation in a MASH mouse model, we identified CHIT1 as a promising therapeutic target for MASH. CHIT1 inhibition may be a novel therapeutic strategy for treating MASH with progressive liver fibrosis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE269924 (GEO).

# Supplementary material for: Chitinase 1: a novel therapeutic target in metabolic dysfunction-associated steatohepatitis
**Source:** Front Immunol. 2024 Sep 23;15:1444100. doi: 10.3389/fimmu.2024.1444100
**Supplement:** Supplementary file 2

Chitinase 1: A novel therapeutic target in metabolic dysfunction-associated steatohepatiti**s**

Jung Hoon Cha, Na Ri Park, Sung Woo Cho, Heechul Nam, HyunYang, Eun Sun Jung, Jeong Won Jang, Jong Young Choi, Seung Kew Yoon, Pil Soo Sung, Si Hyun Bae

**Supplementary contents**

Supplementary materials and methods---------------------------------------------------------------------- 2

Supplementary figures-----------------------------------------------------------------------------------------3

Supplementary tables------------------------------------------------------------------------------------------8

Supplementary references------------------------------------------------------------------------------------14

**Supplementary materials and methods**

**Gene expression analysis and statistical assessment of human liver tissue**

Gene expression profiles using nCounter MAX were developed according to previously described procedures (1). The correlation between the fibrosis stage and clinicopathological variables in liver tissue from 94 patients with liver fibrosis was evaluated using Pearson’s product-moment correlation. Further, significant distinctions between fibrosis stage 0 to 2 and fibrosis stages 3 and 4 were examined using the *t*-test.

**Cell line and cell culture**

Human hepatic stellate cells (HSCs; LX-2, MilliporeSigma, Burlington, MA, USA) and liver cell lines Huh7, SK-Hep-1, and SNU-449 were obtained from the Korean Cell Line Bank (KCLB, Seoul, Korea). Additionally, CD14^+^ monocytes derived from human peripheral blood mononuclear cells (PBMCs) and bone marrow-derived macrophages (BMDMs) from mice were utilized. LPS (1 µg/ml) was administered for 24 hours to CD14^+^ monocytes, CD14^+^ macrophage-like cells, and BMDMs, and for 4 hours to THP-1 macrophage-like cells. The THP-1 monocyte cell line was sourced from the Korean Cell Line Bank (KCLB, Seoul, Korea) and cultured at a density of 0.2–1 × 10^6^ cells/ml in RPMI 1640 (Welgene, LMO11-03) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco, 16000-044), 0.1% 2-mercaptoehanol (Gibco, 21985023), and 1% antibiotic-antimycotic (Gibco, 15240-062) at 37°C under 5% CO_2_. The THP-1 cells were utilized within 30 passages, following the manufacturer’s recommendations. For differentiation into macrophages, THP-1 monocytes (1 × 10^6^ cells/ml) were treated with 100 ng/ml phorbol 12-myristate 13-acetate (PMA) (Sigma-Aldrich, St. Louis, MO) in 100 mm dishes containing 6 ml RPMI 1640 medium over 24 h. Subsequently, the cells were maintained in PMA-free, serum-containing RPMI 1640 medium for an additional 24 h. Bacterial lipopolysaccharides (LPS) from *Escherichia col*i (TLR4 agonist) (Sigma, O111:B4) were dissolved in 1X phosphate-buffered saline (PBS). Prior to treating the cells with LPS (1 µg/ml for 22 h), the CHIT1 inhibitor, OATD-01 (2 µM and 5 µM concentrations), was pre-incubated at 37°C for 2 h.

**Oil red O staining**

Frozen sections embedded in Tissue-Tek optimal cutting temperature (OCT) compound (Sakura, Tokyo, Japan) were stained with Oil Red O kit (Abcam, Cambridge, UK) to visualize lipid accumulation in the liver. Images were captured using a Slide scanner (Pannoramic MIDI;

**Supplementary figures**

**Supplementary figure 1.**

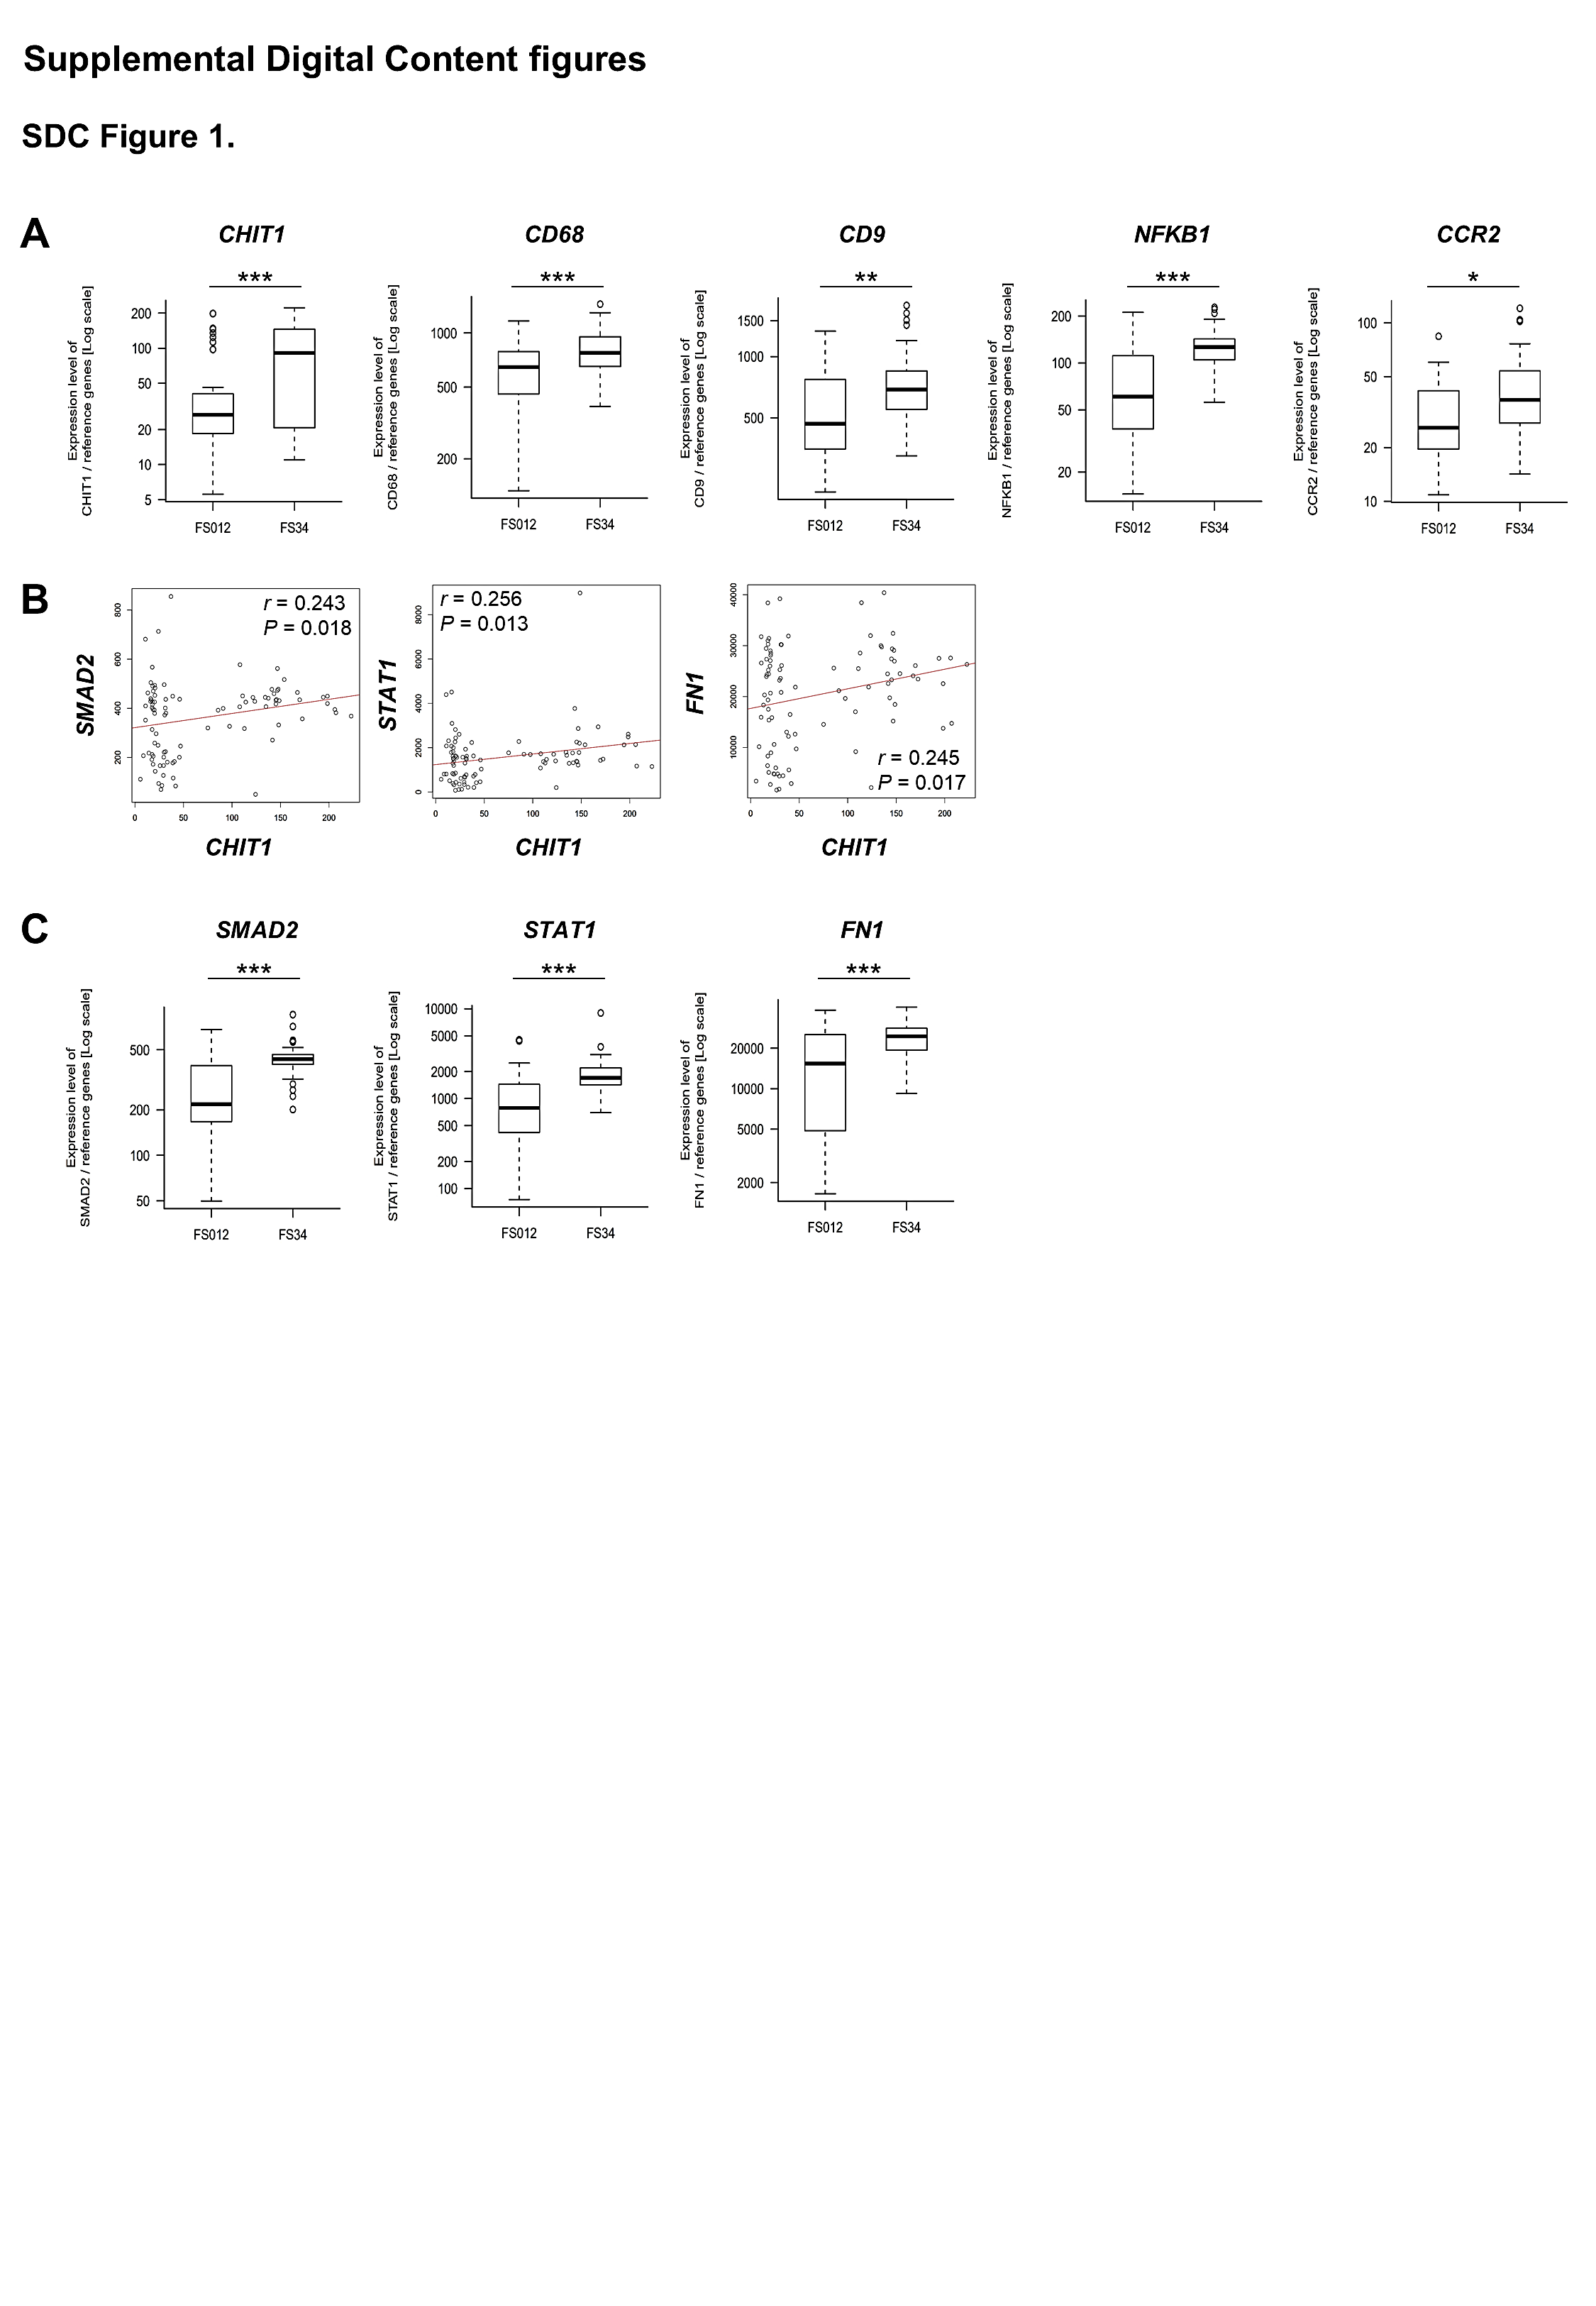

**Supplementary figure 1. Expression of each gene with liver fibrosis.** (A) Relative expressions of macrophage markers and inflammation-related genes. (B) Correlation analysis of hepatic CHTI1. (C) Relative expressions of associated genes with liver fibrosis. (A, C) Two-tailed independent t-test; (B) Pearson’s correlation test; data are presented as the mean ± standard deviation. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

FN: Fibronectin

**Supplementary figure 2.**

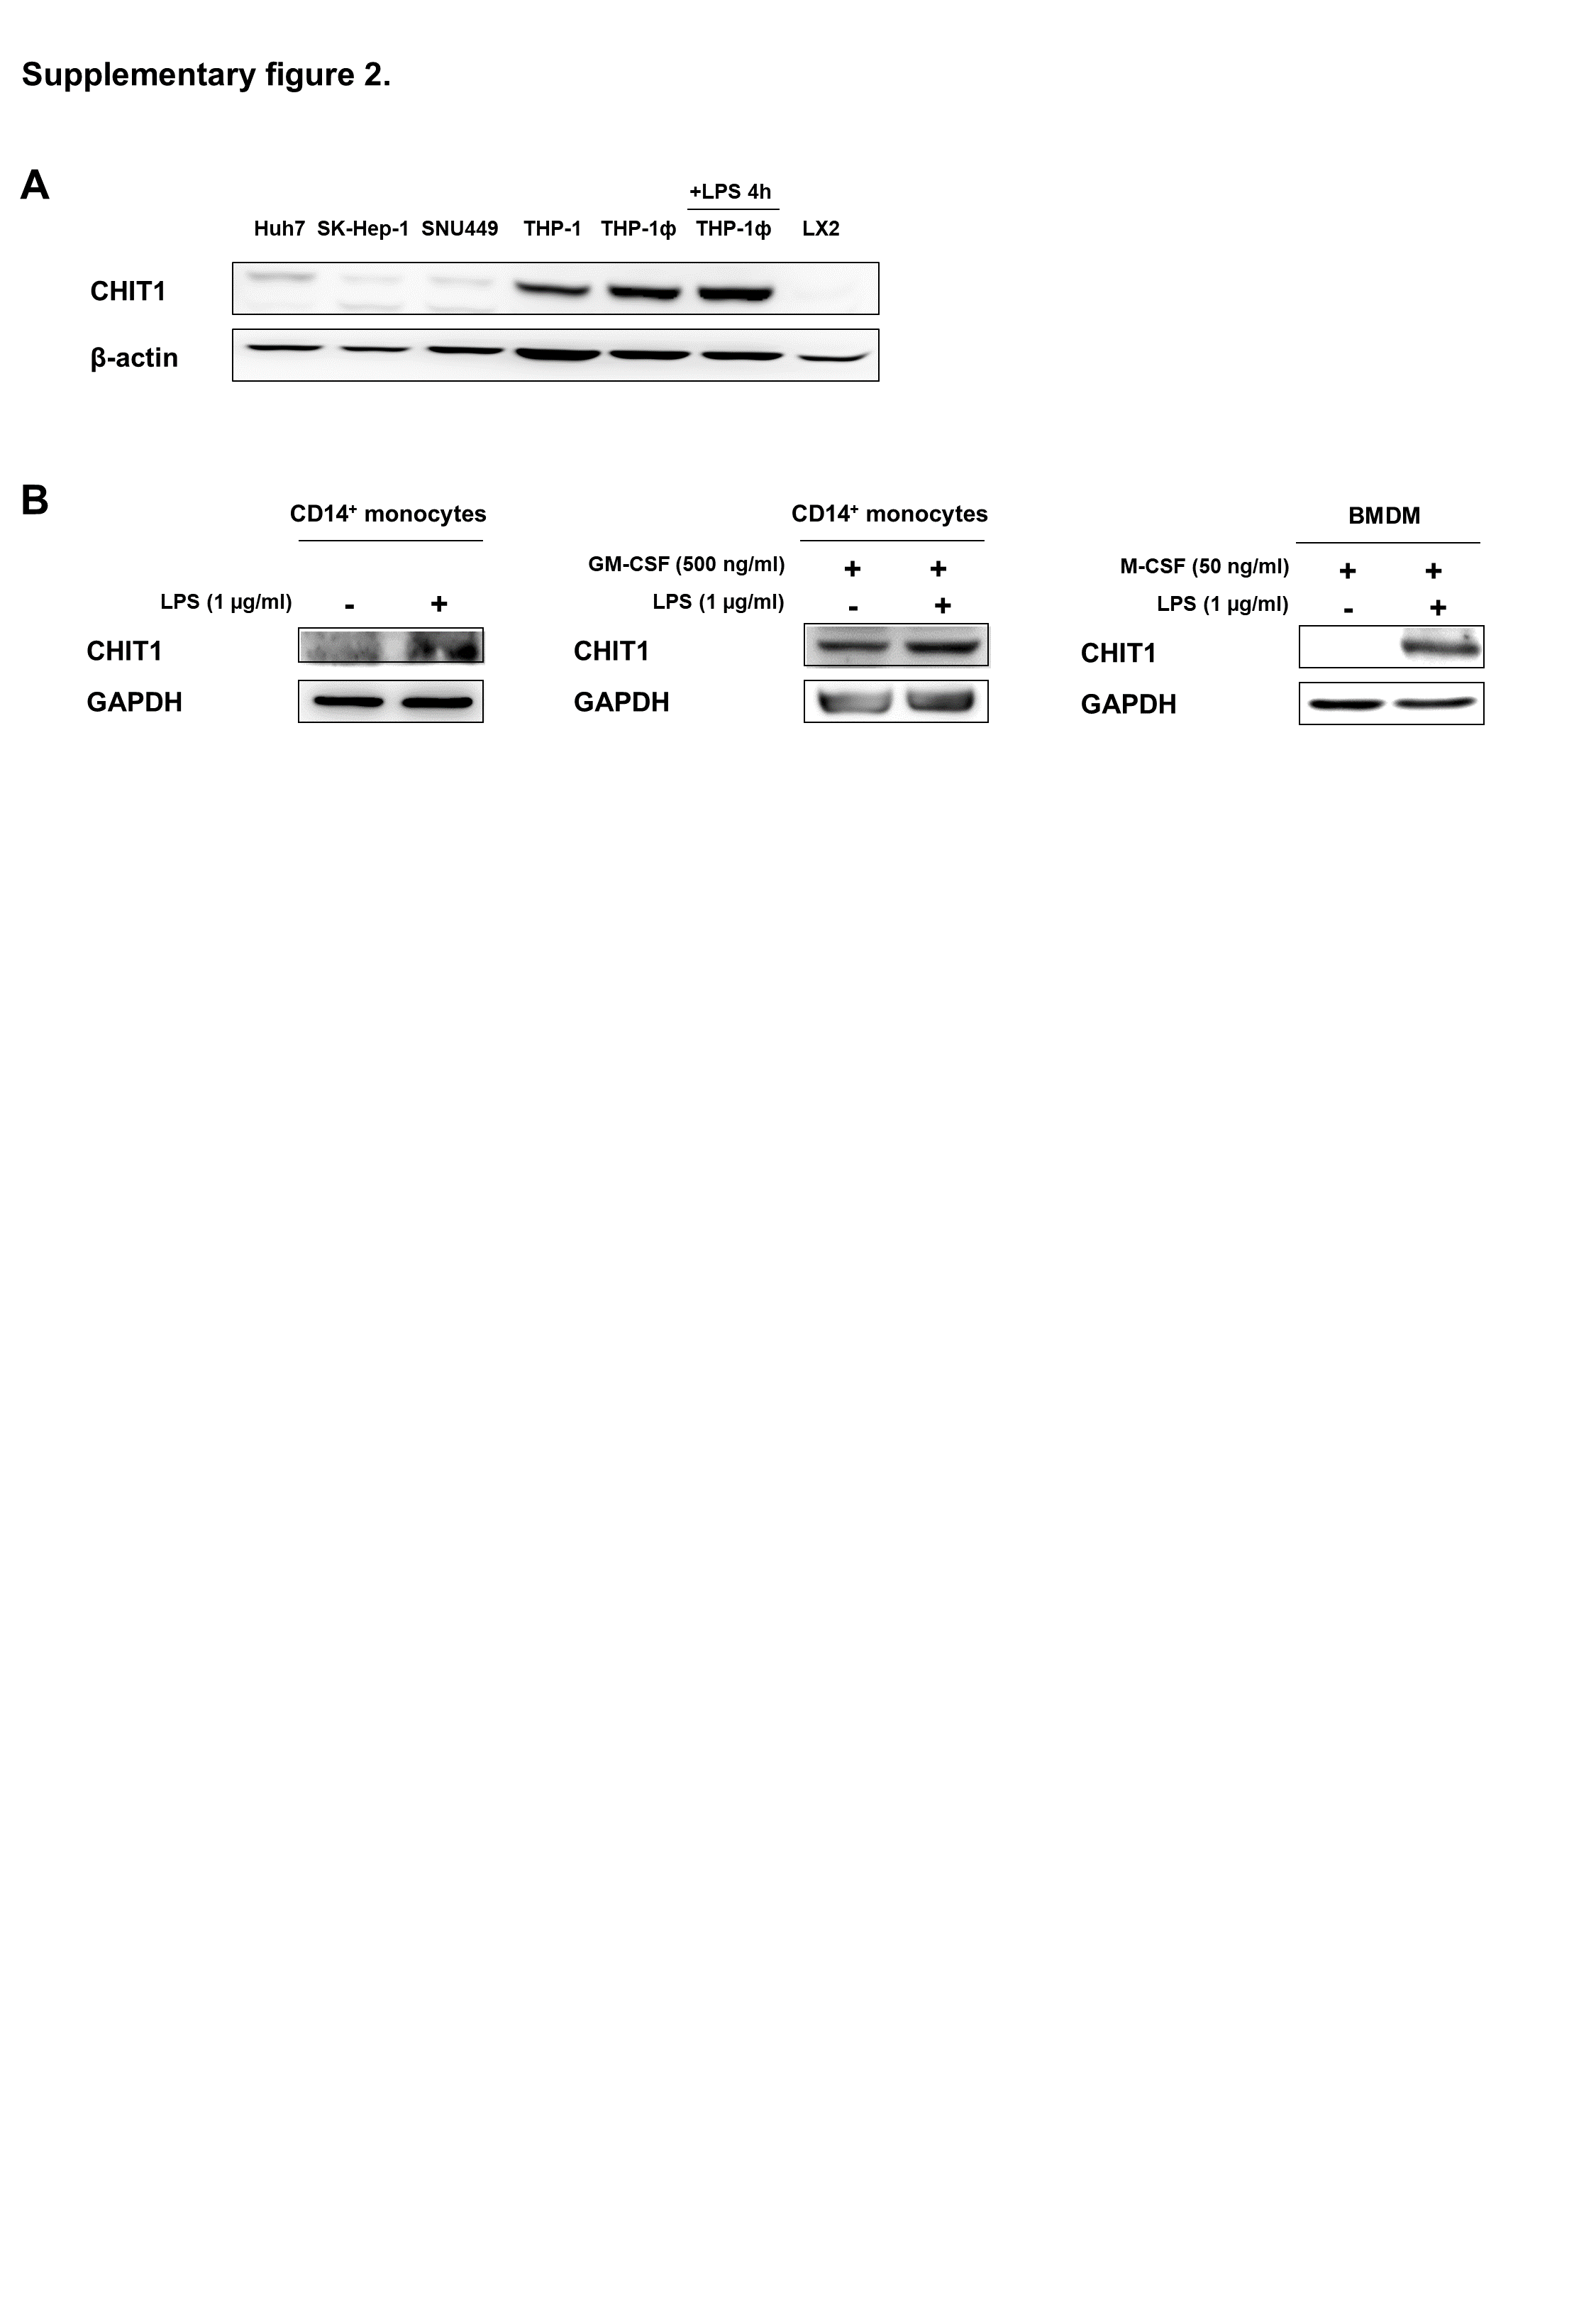

**Supplementary figure 2. Expression of CHIT1 in human cell lines.** (A) CHIT1 protein expression in human cell lines. (B) CHIT1 protein expression in LPS-stimulated CD14^+^ monocytes, CD14^+^ macrophage-like cells, and BMDMs.

CHIT1: chitinase 1; BMDM: Bone-marrow-derived macrophage

**Supplementary figure 3.**

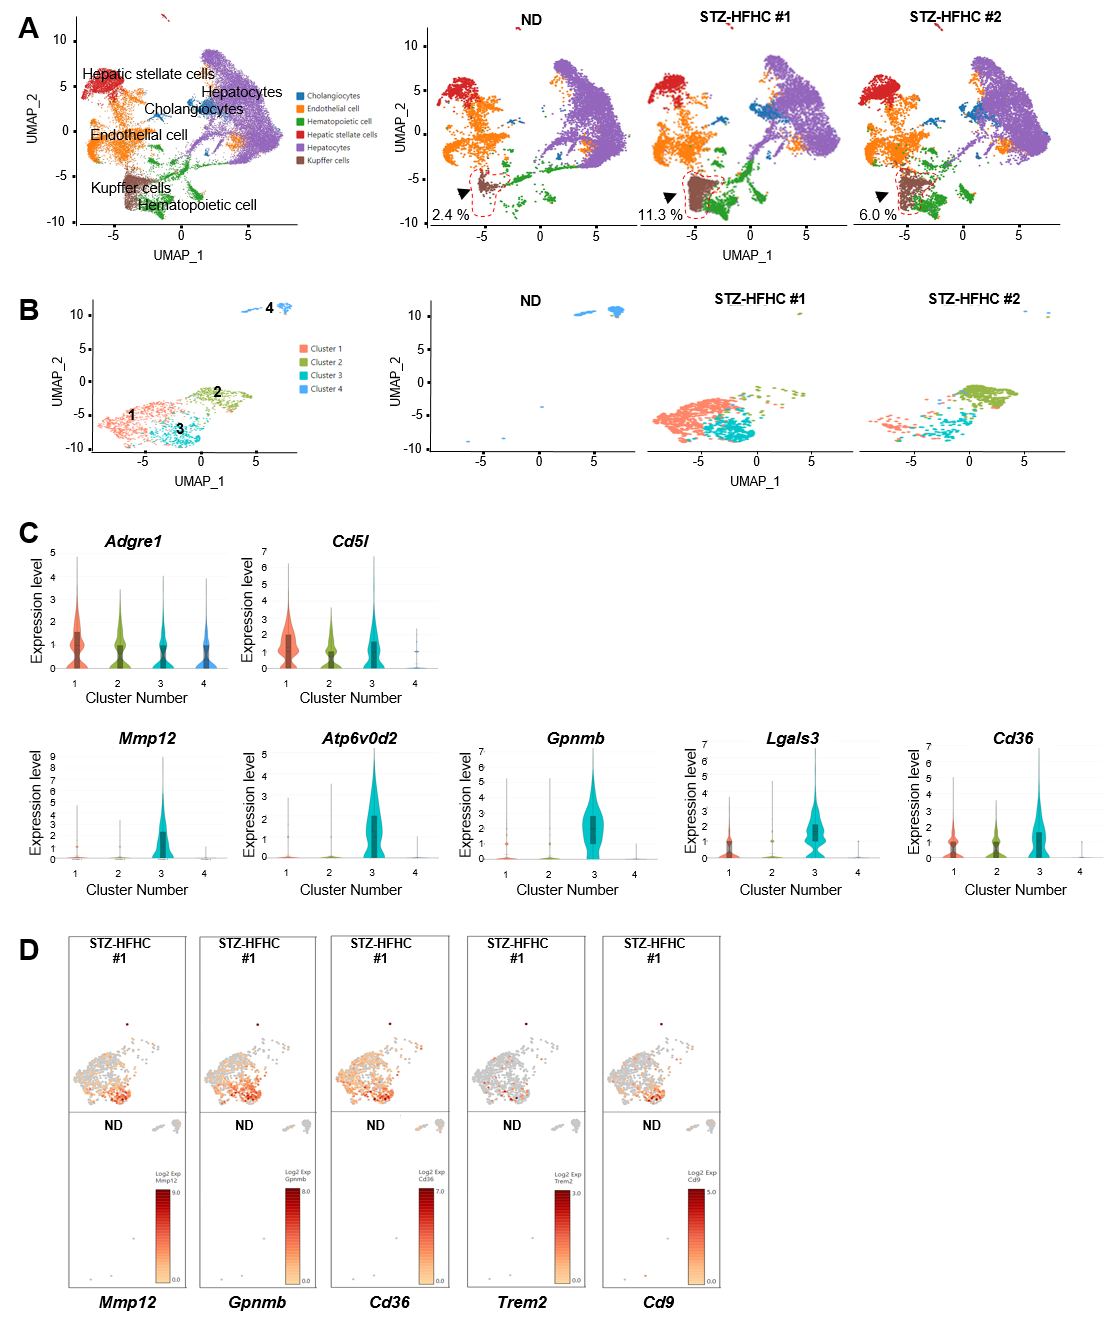

**Supplementary figure 3. Single-nuclei RNA sequencing (sNuc-Seq) analysis of mice with MASH-related liver fibrosis.** (A) Annotation of cell populations and uniform manifold approximation and projection (UMAP) clustering of integrated sNuc-Seq dataset. (B) UMAP plots of the four different kupffer cells subpopulations. (C) Violin plot of the expression of specific genes across various kupffer cells subpopulations. (D) UMAP plots of the genes associated with the lipid-associated macrophage (LAM) subtype (Mmp12, Gpnmb, and Cd36) in cluster 3 lineage.

MASH: metabolic dysfunction-associated steatohepatitis

**Supplementary figure 4.**

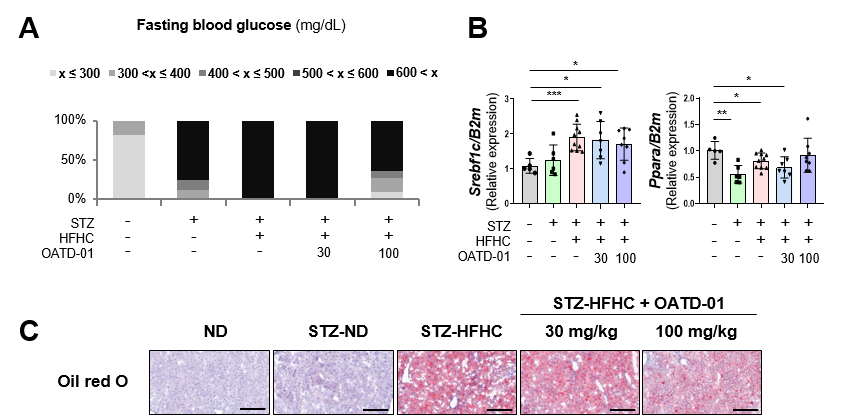

**Supplementary figure 4. Characteristics of CHIT1 inhibition mice with MASH-related liver fibrosis.** (A) The levels of fasting blood glucose at 10 weeks. (B) Hepatic mRNA levels of genes related to metabolic. Two-tailed unpaired independent t-test; data are presented as the mean ± SD. **P* < 0.05, ***P* < 0.01, ****P* < 0.001. (C) Oil red O (scale bar: 200 µm, 200×) staining of liver tissues.

CHIT1: chitinase 1; MASH: metabolic dysfunction-associated steatohepatitis; β2M: beta 2 microglobulin; SD: standard deviation

**Supplementary figure 5.**

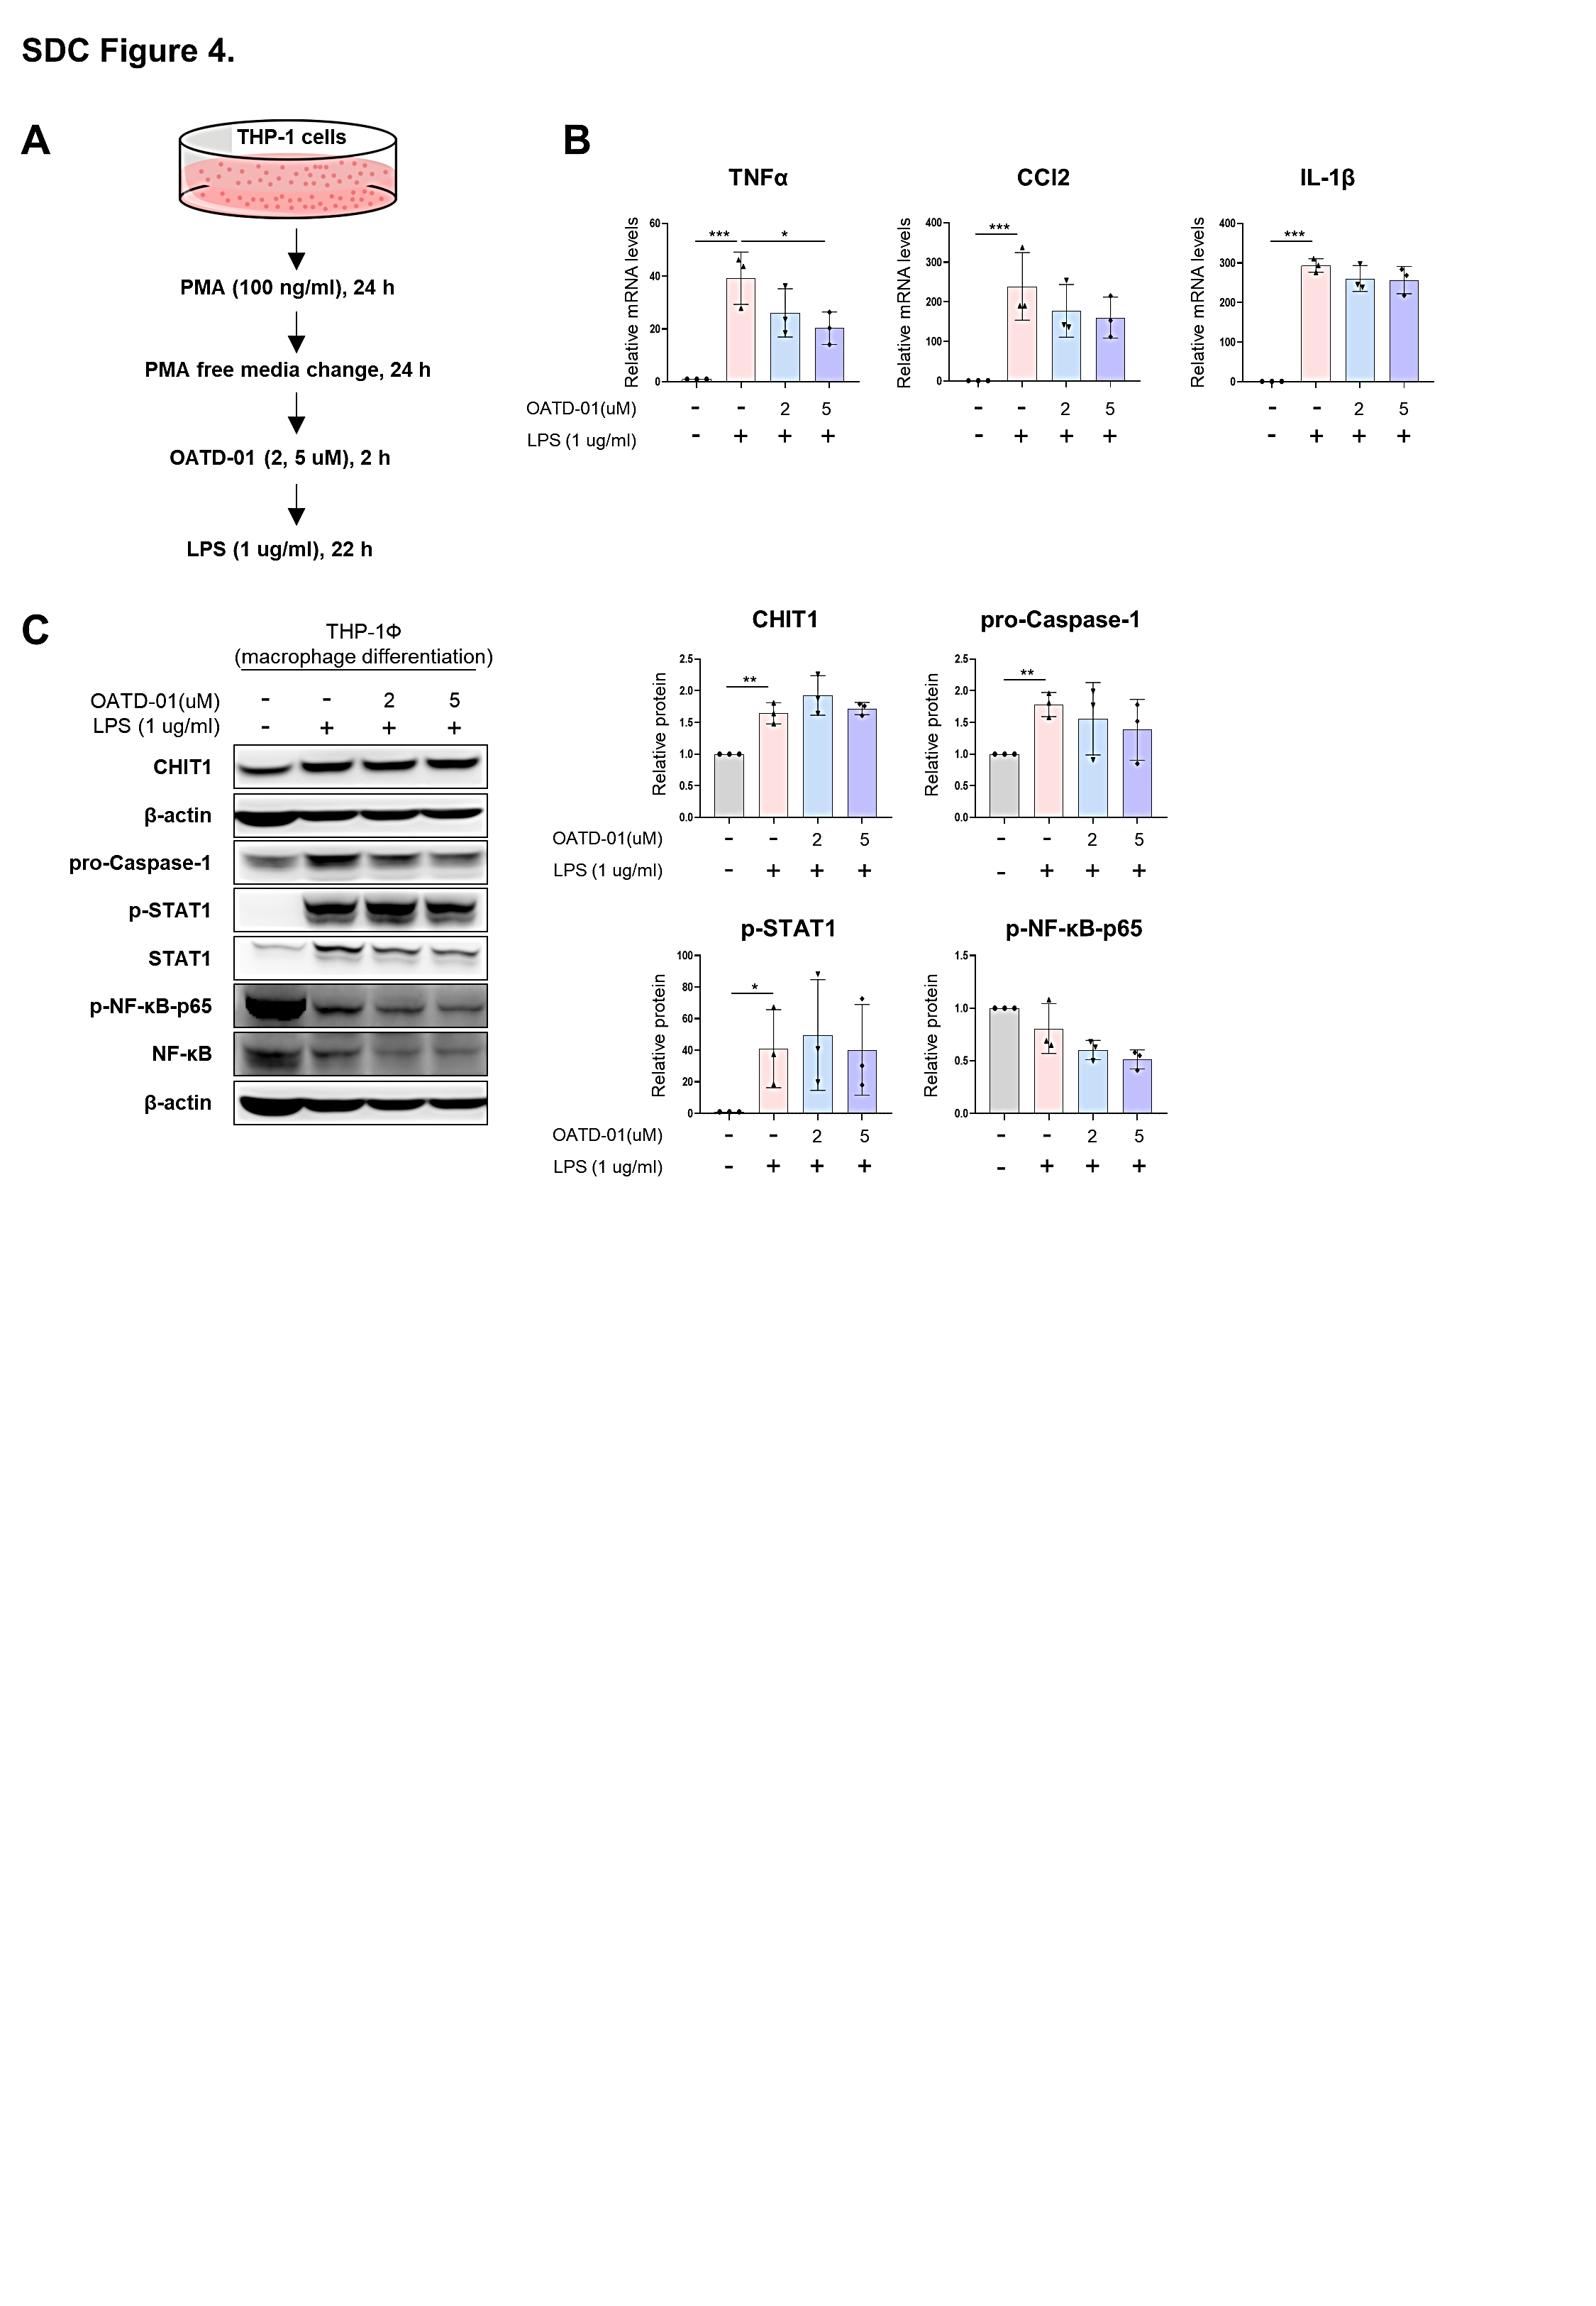

**Supplementary figure 5. Inhibition of CHIT1 mitigated inflammation in LPS-stimulated THP-1 macrophage-like cells.** (A) Experimental scheme of LPS-stimulated THP-1 macrophage-like cells. (B) mRNA levels of genes related to inflammation. (C) Expression of proteins involved in inflammation. (B, C) Two-tailed unpaired independent t-test; data are presented as the mean ± SD. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

OATD-01: chitinase 1 inhibitor; PMA: phorbol 12-myristate 13-acetate; LPS: lipopolysaccharide; SD: standard deviation

**Supplementary tables**

**Supplementary table 1**

Baseline characteristics of patients included in flow cytometry analysis.

| Characteristic | Fibrosis Stage 0-2 | Fibrosis Stage 3-4 |
| --- | --- | --- |
| Patients No. | 3 | 3 |
| Age (years) | 64.0 ± 5.2 | 66.7 ± 5.5 |
| Gender (% male) | 3 (100.0) | 3 (100.0) |
| Etiology |  |  |
| ALD |  | 1 (33.3) |
| MASH | 1 (33.3) | 2 (66.7) |
| Other | 2 (66.7) |  |
| ALT (IU/L) | 174.0 ± 101.5 | 233.0 ± 101.1 |
| AST (IU/L) | 147.0 ± 99.2 | 151.0 ± 37.5 |
| Platelets (X10^9^/liter) | 164.3 ± 12.7 | 125.3 ± 37 |
| BMI (kg/m^2^) | 22.2 ± 1.1 | 24.4 ± 2.1 |

MASH: metabolic dysfunction-associated steatohepatitis; ALD: alcoholic liver disease; ALT: alanine aminotransferase; AST: aspartate aminotransferase; BMI: body mass index.

**Supplementary table 2**

Baseline characteristics of patients included in the immunohistochemistry analysis.

| Characteristic | Fibrosis Stage 0 | Fibrosis Stage 1 | Fibrosis Stage 2 | Fibrosis Stage 3 | Fibrosis Stage 4 |
| --- | --- | --- | --- | --- | --- |
| Patients No. | 5 | 8 | 7 | 10 | 9 |
| Age  (years) | 57.2 ± 13.6 | 47.6 ± 17.6 | 49.3 ± 19.4 | 60.2 ± 15.8 | 57.7 ± 13.0 |
| Gender  (% male) | 3 (60.0) | 5 (62.5) | 1 (14.3) | 5 (50.0) | 2 (22.2) |
| BMI  (kg/m^2^) | 25.8 ± 4.8 | 28.2 ± 4.3 | 27.7 ± 4.5 | 30.1 ± 5.6 | 31.0 ± 6.1 |
| Etiology |  |  |  |  |  |
| diabetes | 1 (20.0) | 0 (0.0) | 0 (0.0) | 2 (20.0) | 0 (0.0) |
| MASH | 4 (80.0) | 8 (100.0) | 7 (100.0) | 8 (80.0) | 9 (100) |
| Cholesterol  (nmol/L) | 202.0 ± 48.6 | 186.6 ± 29.2 | 188.4 ±27.0 | 151.3 ± 24.9 | 182.1 ± 41.6 |
| Triglycerides  (nmol/L) | 143.8 ± 75.4 | 1543.3 ± 70.5 | 104.6 ± 35.0 | 145.0 ± 82.7 | 155.1 ± 81.2 |
| Glucose  (nmol/L) | 120.4 ± 23.7 | 121.0 ± 23 | 122.6 ± 39.8 | 118.4 ± 27.5 | 126.1 ± 12.6 |
| Platelets  (X10^9^/liter) | 237.4 ± 66.8 | 267.6 ±60.7 | 253.1 ± 62.3 | 216.8 ± 56.2 | 182.9 ± 62.5 |
| ALT (IU/L) | 50.2 ± 33.4 | 68.9 ± 48.8 | 169.6 ± 145.8 | 45.9 ± 35.3 | 53.8 ± 26.5 |
| AST (IU/L) | 92.4 ± 68.8 | 53.4 ± 33.0 | 102.0 ± 53.0 | 50.2 ± 25.3 | 65.9 ± 36.0 |
| GGT (IU/L) | 54.5 ± 33.6 | 48.8 ± 26.4 | 65.7 ±54.1 | 52.8 ± 28.2 | 76.0 ± 41.4 |
| Steatosis grade | 1.3 ± 0.5 | 1.6 ± 0.7 | 1.9 ± 0.7 | 1.6 ± 0.5 | 1.3 ± 0.5 |
| Inflammation  grade | 1.0 ± 0 | 1.6 ± 0.5 | 1.3 ± 0.5 | 1.6 ± 0.7 | 1.8 ± 0.8 |
| Hepatocellular  ballooning | 0.8 ± 0.5 | 0.4 ± 0.5 | 1.3 ± 1.0 | 1.0 ± 0.0 | 1.8 ± 0.8 |
| NAFLD score | 2.6 ± 1.1 | 3.6 ± 1.5 | 4.4 ± 1.4 | 2.9 ± 1.2 | 3.9 ± 2.1 |

BMI: body mass index; MASH: metabolic dysfunction-associated steatohepatitis; ALT: alanine aminotransferase; AST: aspartate aminotransferase; GGT: gamma glutamyl peptidase; NAFLD score: non-alcoholic fatty liver disease activity score.

**Supplementary table 3**

Baseline characteristics of patients included in enzyme-linked immunosorbent assay.

| Characteristic | Fibrosis Stage 0-2 | Fibrosis Stage 3-4 |
| --- | --- | --- |
| Patients No. | 29 | 33 |
| Age (years) | 50.3 ± 14.4 | 60.9 ± 11.5 |
| Gender (% male) | 10 (34.5) | 16 (48.5) |
| BMI (kg/m^2^) | 24.2 ± 4.6 | 24.9 ± 4.6 |
| Etiology |  |  |
| CHB | 13 (44.8) | 15 (45.5) |
| CHC | 6 (20.7) | 3 (9.1) |
| ALD | 1 (3.4) | 6 (18.2) |
| MASH | 1 (3.4) | 6 (18.2) |
| Other | 8 (27.6) | 3 (9.1) |
| NFS | -2.0 ± 1.4 | 0.6 ± 2.2 |
| Platelets  (X10^9^/liter) | 238.1 ± 64.9 | 136.1 ± 53.2 |
| ALT (IU/L) | 50.9 ± 38.6 | 55.5 ± 39.0 |
| AST (IU/L) | 47.9 ± 28.0 | 67.9 ± 54.5 |
| TB (mg/dl) | 0.7 ± 0.2 | 1.2 ± 0.8 |
| Fibrosis |  |  |
| stage 0 | 0 (0.0) | 0 (0.0) |
| stage 1 | 23 (79.3) | 0 (0.0) |
| stage 2 | 6 (20.7) | 0 (0.0) |
| stage 3 | 0 (0.0) | 22 (66.7) |
| stage 4 | 0 (0.0) | 11 (33.3) |

BMI: body mass index; CHB: chronic hepatitis B; CHC: chronic hepatitis C; ALD: alcoholic liver disease; MASH: metabolic dysfunction-associated steatohepatitis; NFS: non-alcoholic fatty liver disease fibrosis Score; ALT: alanine aminotransferase; AST: aspartate aminotransferase; TB: total bilirubin.

**Supplementary table 4**

Antibodies used in this study

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
| LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit | P. R. Roh, et al. Biomed Pharmacother. 2022 Dec:156:113952. | Invitrogen | L34955 | - |
| BD Horizon™ V450 Mouse Anti-Human CD3 | RRID:AB_1645570 | BD Biosciences | 560365 | Monoclonal (UCHT1) |
| CD45 PE-conjugated Antibody | Cong Li, et al. Stem Cell Rev Rep. 2022 Aug;18(6):2059-2073. | R&D Systems | FAB1430P-100 | Monoclonal (2D1) |
| APC-H7 Mouse Anti-Human HLA-DR | RRID:AB_10611876 | BD Biosciences | 561358 | G46-6 |
| CD14 Monoclonal Antibody (61D3), PE-eFluor™ 610, eBioscience™ | RRID:AB_2574534 | Invitrogen | 61-0149-42 | Monoclonal (61D3) |
| PE anti-human CD80 Antibody | RRID:AB_314504 | Biolegend | 305208 | Monoclonal  (2D10) |
| 7-AAD | RRID:AB_2869266 | BD Biosciences | 559925 | - |
| V500 Rat Anti-Mouse CD45 | RRID:AB_10697046 | BD Biosciences | 561487 | 30-F11 |
| V450 Rat anti-CD11b | RRID:AB_1645266 | BD Biosciences | 560456 | M1/70 |
| APC/Cyanine7 anti-mouse F4/80 Antibody | RRID:AB_893477 | Biolegend | 123118 | Monoclonal  (BM8) |
| MERTK Monoclonal Antibody (DS5MMER), PE-Cyanine7, eBioscience™ | RRID:AB_2573466 | Invitrogen | 25-5751-82 | Monoclonal (DS5MMER) |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, APC | RRID:AB_2534068 | Invitrogen | A-10931 | Polyclonal |
| CHIT1 Polyclonal Antibody | RRID:AB_2854939 | Invitrogen | PA5-109528 | Polyclonal |
| Chitotriosidase (A-11) | Jonathan Yap, et.al  Front Physiol. 2020 Jun 23:11:714. | Santa Cruz Bio-technology | sc-271460 | monoclonal |
| Anti-CD3 antibody | RRID:AB_306429 | Abcam | ab828 | Polyclonal |
| Anti-CD68 antibody | RRID:AB_2314148 | Agilent Dako | M081401-2 | Monoclonal  (KP1) |
| Anti-F4/80 antibody | RRID:AB_10859466 | Abcam | ab111101 | Monoclonal  (SP115) |
| Monoclonal Anti-Actin, α-Smooth Muscle | RRID:AB_476701 | Sigma-Aldrich | A2547 | Monoclonal  (1A4) |
| IL-1β (3A6) Mouse mAb | RRID: AB_2715503 | Cell Signaling Technology | 12242 | 3A6 |
| Anti-pro Caspase-1 + p10 + p12 antibody [EPR16883] | RRID:AB_2884954 | Abcam | ab179515 | EPR16883 |
| Cleaved Caspase-1 (Asp296) (E2G2I) Rabbit mAb | RRID: AB_2923067 | Cell Signaling Technology | 89332 | E2G2I |
| Phospho-Stat1 (Tyr701) (58D6) Rabbit mAb | RRID:AB_561284 | Cell Signaling Technology | 9167 | 58D6 |
| Stat1 (D1K9Y) Rabbit mAb | RRID:AB_2737027 | Cell Signaling Technology | 14994 | D1K9Y |
| Phospho-NF-κB p65 (Ser536) (93H1) Rabbit mAb | RRID: AB_331284 | Cell Signaling Technology | 3033 | 93H1 |
| NF-κB p65 (D14E12) XP® Rabbit mAb | RRID:AB_10859369 | Cell Signaling Technology | 8242 | D14E12 |
| GAPDH (14C10) Rabbit mAb | RRID: AB_561053 | Cell Signaling Technology | 2118 | 14C10 |
| Monoclonal Anti-β-Actin antibody produced in mouse | RRID:AB_476744 | Sigma-Aldrich | A5441 | Monoclonal  (AC-15) |

**Supplementary table 5**

TaqMan® Gene Expression Assays IDs used in this study

| **Name** | **Assay ID / Catalog #** | **Supplier** |
| --- | --- | --- |
| B2m (mouse) | Mm00437762_m1 / #4351370 | Thermo Fisher Scientific |
| Tnf (mouse) | Mm00443258_m1 / #4331182 | Thermo Fisher Scientific |
| Ifng (mouse) | Mm01168134_m1 / #4331182 | Thermo Fisher Scientific |
| Il-6 (mouse) | Mm00446190_m1 / #4331182 | Thermo Fisher Scientific |
| Il-10 (mouse) | Mm00439614_m1 / #4331182 | Thermo Fisher Scientific |
| Ccl2 (mouse) | Mm00441242_m1 / #4331182 | Thermo Fisher Scientific |
| Il1b (mouse) | Mm00434228_m1 / #4331182 | Thermo Fisher Scientific |
| Col1a1 (mouse) | Mm00801666_g1 / #4331182 | Thermo Fisher Scientific |
| Tgfb1 (mouse) | Mm01178820_m1 / #4331182 | Thermo Fisher Scientific |
| Pparg (mouse) | Mm00440940_m1 / #4331182 | Thermo Fisher Scientific |
| Timp1 (mouse) | Mm01341361_m1 / #4331182 | Thermo Fisher Scientific |
| Mmp9 (mouse) | Mm00442991_m1 / #4331182 | Thermo Fisher Scientific |
| Srebf1 (mouse) | Mm00550338_m1 / #4331182 | Thermo Fisher Scientific |
| Ppara (mouse) | Mm00440939_m1 / #4331182 | Thermo Fisher Scientific |
| GAPDH (human) | Hs02786624_g1 / #4351370 | Thermo Fisher Scientific |
| TNF (human) | Hs00174128_m1 / #4331182 | Thermo Fisher Scientific |
| CCL2 (human) | Hs00234140_m1 / #4331182 | Thermo Fisher Scientific |
| IL1B (human) | Hs01555410_m1 / #4331182 | Thermo Fisher Scientific |

**References**

1. Sung PS, Kim CM, Cha JH, Park JY, Yu YS, Wang HJ, et al. A Unique Immune-Related Gene Signature Represents Advanced Liver Fibrosis and Reveals Potential Therapeutic Targets. *Biomedicines* (2022) 10(1). Epub 20220116. doi: 10.3390/biomedicines10010180.

How the deposited data were processed for this re-analysis (not part of the article)

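Single nuclei from the livers of 1 ND mouse and 2 STZ-HFHC mice were analysed, with 1 library per mouse. The authors deposited UMI counts per gene and barcode for each library, made with Cell Ranger 7.0.1 and not normalized. Barcodes over the limits on genes and mitochondrial counts were still present in these files, and the lowest barcode held 502 UMIs in ND, 505 in STZ-HFHC 1 and 500 in STZ-HFHC 2. The paper combined its libraries with Cell Ranger aggr and imported the counts into Seurat 4.3.0. Its text mentions integrated cells and names no method of batch correction, no genome build, no use of intronic reads and no correction for free RNA. The flow cytometry, qRT-PCR, histology and human experiments were not analysed here.
Analyses were run in Python 3.11.15 with Scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Barcodes with at least 200 and at most 5000 genes and at most 5% mitochondrial counts were kept, as were genes in at least 3 nuclei. Clustering settings and the genes left out of clustering were as given with the results. Median depth over all barcodes was 4504.5 UMIs in ND, 3547 in STZ-HFHC 1 and 4314.5 in STZ-HFHC 2.
Scanpy was used only to score doublets with Scrublet in each library. Doublets were kept in the main setting, since the paper gives only a limit on genes. The automatic threshold of Scrublet marked 3 nuclei of ND, 1 of STZ-HFHC 1 and 1 of STZ-HFHC 2, and did not work. After this was seen, the highest 8% of scores were called in its place, with ties, which gave 712, 810 and 921 nuclei.
Clusters were named with fixed marker lists for 12 cell types. The rule that applied these lists had 4 versions, and each of the 3 revisions was made after the resulting clusters had been seen. In the first version, a marker was counted when it was 2-fold over all other nuclei, and the class with the most markers was taken. Under it, 323 nuclei of ND, 3163 of STZ-HFHC 1 and 2544 of STZ-HFHC 2 were macrophage-like, among them the cluster with endothelial markers and the cluster led by mitochondrial genes. The second version compared each marker with its median over the other clusters, used the share of each list and left mixed clusters unnamed. The third raised the share required, left clusters led by mitochondrial genes unnamed and added a second pass for hepatocytes. The last stopped treating pairs of myeloid classes as mixed. The macrophage-like clusters were the same in the last 3 versions.
In the rule used, a marker was raised when its CPM was at least 2-fold over its median in the other clusters and at least 5% of the cluster's nuclei had a UMI. A cluster took the class with the largest share of its list raised, with at least 3 markers and 33.3% of the list. It was left unnamed when another class had at least 50% of its list raised, when more markers of another class were among its top 10 genes, or when at least 5 of those were mitochondrial. It was also left unnamed when its median UMIs were under 33.3% of its library's and none of its own markers was among its top genes. Clusters with too few markers were named hepatocyte-like when at least 3 hepatocyte markers were at least 1.2 times the level in other named or mixed clusters of their main library. Of the rules on top genes, this second step used only that on mitochondrial genes, and the largest hepatocyte-like cluster has the T or NK cell marker Themis among its top 10.
Shares were given per library, and levels as UMI sums in CPM where at least 20 nuclei of a library were present. The highest level that a count of 0 allows was taken as 3 counts. For the share of nuclei with a UMI, each nucleus was thinned to 1000 UMIs, and shallower nuclei were left out, among them 59, 144 and 71 macrophage-like nuclei. Log2 ratios were computed with 0.5 added to each count. For a comparison of all genes between ND and STZ-HFHC macrophage-like nuclei, a rule of size was used in place of a test. A gene passed it with at least 50 UMIs in all and a log2 ratio to ND of at least 2 in the same direction in both STZ-HFHC mice.
Genes were named by a fixed rule. It took the genes the paper names for its sNuc-Seq results, the 5 higher and 5 lower genes with the largest smaller ratio under the rule of size, the top 3 genes of each subcluster and the first 3 of each of the paper's cluster tables. It also took the mouse genes the paper measured by qRT-PCR and genes that tell sex. Other genes, such as the leading genes of clusters, were named after their values had been seen.
Of the gene identifiers in the files, 32235 were found in the GENCODE M21 annotation, and 49 of the 49 named genes were.
The methods were tested on simulated data with counting error alone. For clustering, nuclei were drawn from the summed profiles of the named classes, so unnamed clusters, such as the mixed cluster, and doublets were not simulated. With as many nuclei as were kept, 256 of 277 simulated ND macrophages were named as such, and so were 1694 of 1694 in STZ-HFHC 1 and 1061 of 1061 in STZ-HFHC 2. With 2000 nuclei per library, 0 of 65 simulated ND macrophages were named, beside 379 of 379 and 194 of 194 in the STZ-HFHC libraries. A small macrophage population in ND can thus be lost in clustering. The rule of size recovered 154 of 154 changed genes with enough UMIs, and 3 unchanged genes passed. These changes were simulated at a log2 ratio of 3, above the limit of 2, so high recovery was nearly fixed. No batch, free RNA or spread between mice was simulated for this rule. Thinning of nuclei of 1500 and 6000 UMIs to a common depth gave shares of 63.1% and 63.05%, where 63.2% was simulated.
Alternatives for filtering, doublets, resolution, clustering of each library, the claim genes, depth, marker-based selection, scaling and thresholds were tried, as was leaving out each STZ-HFHC mouse. Further alternatives were added after the results had been seen. They were the mixed cluster counted as macrophages, the first naming rule, removal of the doublet-rich subcluster, scaling to macrophage markers, selection by 2 markers at a common depth, and pooling of the libraries. No test between conditions, no batch correction and no correction for free RNA was made.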

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

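The tests of free macrophage RNA and of multiplets of several cell types, the separate counts of higher and lower genes in hepatocyte-like nuclei, the level of macrophage markers over ND, and scaling to these markers were chosen only after the results had been seen.
A cluster with macrophage and endothelial markers together is not discussed in the paper's text, although its supplementary table of macrophage cluster 4 also lists endothelial markers such as Ptprb and Stab2. It held a mean of 9.40% of the STZ-HFHC nuclei, above the 0.683% of ND. In it, 14 of 18 macrophage markers and 12 of 12 endothelial markers were raised. Its share of high doublet scores was 0% in ND, 26.5% in STZ-HFHC 1 and 18.9% in STZ-HFHC 2. Free RNA of macrophages was argued against, since macrophage markers were at least 6.14 times the level of hepatocyte-like nuclei in each of the 3 libraries. Loading of 2 unrelated nuclei in a droplet cannot be told apart from other sources. Relative to nuclei with the partner's markers alone, nuclei with macrophage and stellate markers were 0.185 times as frequent as those with macrophage and endothelial markers, at 0.212 in STZ-HFHC 1 and 0.159 in STZ-HFHC 2. Nuclei with all 3 sets of markers were left out of this count, and with them kept the values were 0.535 and 0.456. With them kept and every nucleus thinned to 1000 UMIs, the values were 0.271 and 0.120. These rest on only 6 and 4 nuclei with macrophage and stellate markers. Of the nearest neighbors of summed pairs of macrophage-like and endothelial-like nuclei, 69.3% lay in this cluster on average, but a cell state with both profiles would also draw such sums. Pairs of these nuclei alone were argued against as the whole cause. Of 10983 genes, 152 were at least 2 times as high in the cluster as in both macrophage-like and endothelial-like nuclei, in both STZ-HFHC mice. This share was 61.5% of that in monocyte-like nuclei. In the doublet-rich macrophage-like subcluster, only 1 of 12515 genes was as far above both of its parts. Of the 152 genes, 90 had their highest level in stellate-like, 27 in T or NK cell-like and 13 in B cell-like nuclei. No gene (0) was 2 times above every named class, compared with 100 in monocyte-like nuclei. The median depth of the cluster was 113% and 94.9% of the sum of the medians of macrophage-like and endothelial-like nuclei in STZ-HFHC 1 and 2, and 37.6% in ND. Droplets that hold nuclei of several cell types are a candidate explanation. A cell state with both sets of markers, a difference between library batches and an effect of STZ-HFHC were not tested and stay open.
By the rule of size, 399 of 10204 genes were higher and 70 lower in macrophage-like nuclei of both STZ-HFHC mice than of ND. Of the higher genes, 392 are outside those discussed in the paper's text, although 15 of these, such as Chst11, are in its supplementary tables of macrophage clusters. Without STZ-HFHC replicate 2 the counts were 820 higher and 261 lower, so that this mouse limits them. The genes with the largest increase were Cyp2b9, Atp6v0d2, Gpnmb, Chst11 and St18. Chst11 had 0 UMIs in ND, 1344 in STZ-HFHC 1 and 286 in STZ-HFHC 2, at least 126-fold and 34.2-fold higher. Such bounds take 3 counts in place of 0, and the lower limits of the 95% conditional intervals were lower, at 102 and 27.6 for Chst11. For St18, the increase was at least 76.0-fold and 22.2-fold, and for Atp6v0d2 at least 99.7-fold and 43.5-fold. Gpnmb had 1 UMI in ND, and its ratio was 672 (121–26567) in STZ-HFHC 1 and 329 (59.0–13024) in STZ-HFHC 2. Cyp2b9 was at least 85.9-fold and 55.6-fold higher, but hepatocyte-like nuclei held more of it, at 560 and 329 CPM in STZ-HFHC 1 and 2 compared with 0.666 in ND. The genes with the largest decrease were Serpina1e, Gm15622, Bhmt, Gm14764 and Elovl3. All 5 also fell in hepatocyte-like nuclei: Serpina1e from 286 CPM in ND to 0.232 and 1.58, Gm15622 from 999 to 10.5 and 26.9, Bhmt from 5514 to 155 and 243, Gm14764 from 52.5 to 1.27 and 5.71, and Elovl3 from 179 to 2.63 and 10.0. Their ND levels in macrophage-like nuclei, at 148, 1009, 5381, 47.6 and 110 CPM, were near or below those of hepatocyte-like nuclei, so a fall within macrophages is not shown. In macrophage-like nuclei, Serpina1e was at least 176-fold lower in STZ-HFHC 1 and 59.3-fold lower (28.1–150) in STZ-HFHC 2. Bhmt was 59.3-fold and 25.9-fold lower. Gm15622 was 278-fold and 39.9-fold lower, but is an antisense gene within Bhmt, and the strand used in counting is not stated. Gm14764 was 170-fold (29.2–6872) and 14.9-fold lower, and Elovl3 78.8-fold and 11.9-fold lower.
Several explanations of these genes were weighed. Free hepatocyte RNA as the cause of the genes as a whole cannot be told apart from a change in macrophages, since 27.9% of them passed the same rule in the same direction in hepatocyte-like nuclei. For the higher genes it was argued against, since 24.8% passed there, close to the limit set for the test, and 238 were at least 4 times as high in macrophage-like as in hepatocyte-like nuclei of both STZ-HFHC mice. For the lower genes, 45.7% passed there, and the cause cannot be told apart, as this share lay between the limits set for the test. Dilution of ND macrophage RNA also stays open. Summed macrophage markers were 1.97 and 1.38 times as high in STZ-HFHC 1 and 2 as in ND, less than the 4-fold that each gene passed, and 47.4% of the higher genes still passed when scaled to them. This sum rests on a few markers. Of 14 markers with at least 10 UMIs in ND, 7 were at least 4 times as high in STZ-HFHC 1 and 1 in STZ-HFHC 2, with medians of 3.94 and 2.09, and 3 were lower than in ND in each mouse. The rule compares nuclei that clustering had already separated by condition, and Chst11 and St18 were among the leading genes of the cluster that held most STZ-HFHC macrophage-like nuclei. The library batch and the condition cannot be told apart with 1 ND library, and an effect of STZ-HFHC stays open as untested.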

How the results depend on the processing

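The alternatives that counted the mixed cluster as macrophages, used the first naming rule, removed the doublet-rich subcluster, pooled the libraries, selected nuclei by 2 markers at a common depth or scaled to macrophage markers were chosen only after the results had been seen.
With the STZ-HFHC mice left out in turn, the ratio of macrophage-like shares ranged from 2.75 to 5.05, and that of Kupffer-like shares did too, as the nuclei are the same. The lowest Adgre1 level ranged from 8.83 to 10.1 times background and that of Cd5l from 6.13 to 8.13. The mean log2 fold change of the LAM genes ranged from 2.23 to 2.67, and the log2 ratio to ND from 3.17 to 3.95 for Trem2 and from 2.35 to 3.64 for Cd9. Genes past the rule of size ranged from 437 to 820 higher and from 87 to 261 lower, with the larger counts without STZ-HFHC replicate 2. Fewer mice must meet the rule in these settings. No paired analysis was possible because neither the labels nor the paper's text pairs the ND mouse with an STZ-HFHC mouse.
The macrophage-like share stayed higher in STZ-HFHC than in ND in every alternative that gave a value. Its ratio of 3.90 was 24.8 with nuclei thinned to 1000 UMIs, 5.75 with the mixed cluster counted and 7.72 under the first naming rule. It was 3.68 with all barcodes, 3.32 without high doublet scores, 2.92 at a Leiden resolution of 2, 4.01 with the claim genes kept, and for nuclei with at least 2 macrophage markers it was 2.37, or 5.15 at a common depth of 1000 UMIs. For Kupffer-like nuclei the ratio was 1.04 with at least 2 Kupffer markers, 2.02 with these markers at a common depth, 24.8 after thinning and 5.75 with the mixed cluster counted. ND nuclei in subclusters of their own, 96.8% in the main setting, were 0% after thinning, 85.5% with at least 2 Kupffer markers and 82.5% with the mixed cluster counted. After thinning, macrophage-like nuclei were 0.417% of ND, so few that the 0% says nothing about the separation. At least 2 Kupffer markers selected 12.2% of ND nuclei, most of them outside the macrophage-like class, so the 85.5% is not a value for Kupffer cells.
At a Leiden resolution of 0.5, no macrophage-like or Kupffer-like cluster was named in any library, and no ratio could be given. With each library clustered on its own, none was named in ND, while STZ-HFHC 1 and 2 had shares of 15.8% and 8.52%. In ND, macrophage-like nuclei then lay in 1 mixed cluster of 596 nuclei. In the joint clustering, 246 of these were macrophage-like and 243 endothelial-like. With mixed clusters counted, the ND share was 7.02% and the ratio was 2.69, so that other cells are part of this ND share.
Without high doublet scores, the lowest levels over background were 22.0 for Adgre1 and 19.6 for Cd5l, and they were 19.8 and 18.8 without the doublet-rich subcluster. That subcluster has the lowest levels in the main setting, which accounts for the rise. The LAM mean of 2.45 was 2.01 without high doublet scores, 2.82 with the claim genes kept, 1.64 at a subcluster resolution of 0.3, 1.97 with each STZ-HFHC library clustered on its own, and 1.82 without the doublet-rich subcluster. Its direction did not change. With each STZ-HFHC library clustered on its own, Atp6v0d2 was 1.43 and Gpnmb 1.37, and Ctsb rose from 0.86 to 3.01. The counterpart of macrophage cluster 3 was chosen again after each new clustering, so these values need not describe subcluster 3. In the main setting, subcluster 6 at 1.19 was close to subcluster 3 at 1.29 in that choice.
Trem2 in STZ-HFHC over ND, with a log2 ratio of 3.56, was 4.25 with all barcodes, 5.64 without high doublet scores, 5.12 with at least 2 macrophage markers and 5.01 by the mean of CPM of the nuclei. The single ND UMI, or none, limits each of these. Cd9, with a log2 ratio of 2.99, was 2.03 with at least 2 macrophage markers. Under that selection, 1 Chit1 UMI was found in place of 0.
Genes past the rule of size, 399 higher and 70 lower, were 599 and 146 without high doublet scores, 700 and 198 without the doublet-rich subcluster, and 189 and 215 when scaled to macrophage markers. They were 164 and 35 with at least 200 UMIs, and 1467 and 548 at a log2 ratio of at least 1, as these thresholds admit fewer and more genes. With at least 2 macrophage markers the counts were 456 and 80, but only 159 and 37 of the genes were shared with the main setting.
Of 136 other values, such as single genes and shares of each library, 72 moved by less than the spread between replicates or the counting interval, 64 moved by more and 0 reversed. Except where a construction is named above, the cause was not tested.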

Differences from the paper's values

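Pooling of the libraries was chosen only after the values had been seen, and the other alternatives named in this part were set before the data were examined.
The macrophage share of ND was 2.96%, and the paper's value is about 0.1% in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.417% with nuclei thinned to 1000 UMIs. In the alternative without high doublet scores, these were the highest 8% of scores, a limit chosen after the automatic one had failed. For STZ-HFHC 2 the share was 8.11%, and the paper's value is about 3.7% in Fig. 2A, read by eye. The STZ-HFHC libraries were matched to the mice of the figure by number only, and this gap depends on that order. None of these alternatives closed this gap. For STZ-HFHC 1 the share was 14.9%, and the paper's value is about 14%, which was not counted as a difference. The same nuclei were selected by Kupffer cell markers. The paper's KC shares, read by eye, are about 2.4% in ND, 11% in STZ-HFHC 1 and 6.0% in STZ-HFHC 2. Beside 2.96%, 14.9% and 8.11%, these were not counted as differences either.
For macrophage cluster 3 against the other clusters, the log2 fold change of Mmp12 was 2.58, and the paper's value in its supplement is 3.49. None of the alternatives closed the gap, with pooling included. For Lgals3 it was 2.05, and the paper's value is 2.32. The gap closed with the claim genes kept in clustering (2.39), at a subcluster resolution of 1 (2.23), with each STZ-HFHC library clustered on its own (2.24), and in the pooled libraries (2.30), an alternative chosen after seeing the values, but in none of the others. For Cd36 it was 1.03, and the paper's value is 1.31. The values nearest above it were 1.40 in the pooled libraries, an alternative chosen after seeing the values, and 1.81 with each STZ-HFHC library clustered on its own. Both still differ by more than the SD of 0.02 between the mice, which is small, and so do the others. For Ctsb it was 0.86, and the paper's value is 1.17. The gap closed without STZ-HFHC replicate 1 (0.99) and in the pooled libraries (1.11), the latter chosen after seeing the values, but in none of the others. For all these genes, alternatives with a new clustering chose the counterpart of macrophage cluster 3 again, which need not be subcluster 3.
The paper gives its number of cells as the number left after filtering. That number equals the 30989 barcodes in the files before any filter, and 28336 passed the limits the paper states.
The paper reports 5 clusters of macrophages and 4 of KCs, and there were 7 subclusters for both here. The number depended on the settings. It was 5 at a Leiden resolution of 2 and 4 at a subcluster resolution of 0.3, which reach the paper's numbers. It was 6 without high doublet scores, 3 after thinning, 9 at a subcluster resolution of 1 and 10 with at least 2 Kupffer markers.
The paper states that no single macrophage population stood out for Trem2 and Cd9. Here Cd9 was higher in subcluster 3 than in subclusters 1, 2 and 4 of both STZ-HFHC mice, and the 26 nuclei of subcluster 6 in STZ-HFHC 1 had the highest level of both genes, at 241 CPM of Trem2 and 452 CPM of Cd9.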

Other observations

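The tests of depth without clustering, of the doublet-rich subcluster, of dilution of the LAM genes and of the paper's tables for clusters 4 and 5 were chosen only after the results had been seen.
For the lower macrophage-like share in ND, depth as the whole cause was argued against. Without clustering and at a common depth, the share of nuclei with at least 2 macrophage markers was 5.15 times as high in STZ-HFHC as in ND. Clustering after thinning decides nothing here, as most ND nuclei of the class were lost. Doublets were argued against, since the ratio was 3.32 without the nuclei with the highest doublet scores. A difference between library batches cannot be told apart from the condition with 1 ND library, and an effect of STZ-HFHC stays open as untested.
Hepatocyte markers in macrophage-like nuclei were at 85.9% of their level in hepatocyte-like nuclei in ND, 57.0% in STZ-HFHC 1 and 78.8% in STZ-HFHC 2. Outside the doublet-rich subcluster, doublets with hepatocyte nuclei cannot be told apart from other sources. The level changed by at most 2.83% without the nuclei with the highest doublet scores, but these were only 3.10% of the nuclei. For free hepatocyte RNA, the ratio of the level in the quartile of nuclei with the fewest UMIs to that with the most was 1.74 in STZ-HFHC 1 and 1.48 in STZ-HFHC 2. In ND it was 0.95, so that free RNA cannot be told apart from other sources in all libraries. No biological explanation was tested.
Of the nuclei in the doublet-rich subcluster, 66.0% had a high doublet score, compared with 3.10% of the other macrophage-like nuclei. Doublets with hepatocyte nuclei are a candidate explanation of this subcluster. A macrophage state with more RNA was not tested.
Macrophage-like nuclei of ND lay in a subcluster of their own in the main setting. Clustered on 972 genes at least 4 times as high in macrophage-like as in hepatocyte-like nuclei, 0% of ND nuclei lay in subclusters with under 5% of the nuclei of each STZ-HFHC mouse. Free hepatocyte RNA in the droplets may therefore contribute to the separation. It was not removed in full, as 60.2% of ND nuclei lay in a subcluster with 2.78% of STZ-HFHC 1 and 9.48% of STZ-HFHC 2. ND nuclei also had fewer UMIs of these genes, with a median of 94 compared with 232 and 176.5. A difference between batches and an effect of STZ-HFHC stay open as untested.
Some other cell types were divided by library as well, while T or NK cell-like nuclei formed 1 cluster with 127 nuclei of ND, 344 of STZ-HFHC 1 and 371 of STZ-HFHC 2. Hepatocyte-like nuclei formed a cluster with 0 nuclei of ND, 1933 of STZ-HFHC 1 and 2307 of STZ-HFHC 2. Stellate-like nuclei formed a cluster with 1026 nuclei of ND, 2 of STZ-HFHC 1 and 5 of STZ-HFHC 2, and another with 134, 600 and 1264.
For the LAM genes in ND macrophage-like nuclei, dilution by free hepatocyte RNA was argued against. Relative to the macrophage markers of the same nuclei, their ND level was 3.40% of that of STZ-HFHC 1 and 4.91% of that of STZ-HFHC 2. The ND value rests on 41 UMIs of LAM genes and 1032 of macrophage markers. Batch and condition stay open.
The paper's supplementary tables list 50 genes for each macrophage cluster. The first genes were Hdac9, Slc40a1 and Cd5l for cluster 1, Pid1, Trps1 and Jarid2 for cluster 2, and Mmp12, Atp6v0d2 and Gpnmb for cluster 3. For cluster 4 they were St6galnac3, Stox2 and Fbxl7. In STZ-HFHC 1, St6galnac3 was at 98.6 CPM in macrophage-like, 1230 in endothelial-like and 1064 in mixed nuclei. Nuclei that share a droplet with an endothelial nucleus could give such a cluster. The test required a level at least 2 times that of macrophage-like nuclei in both endothelial-like and mixed nuclei of both STZ-HFHC mice. Of the 50 genes, 23 met the test, compared with 0 in each of the tables of clusters 1, 2, 3 and 5. Such sharing still cannot be told apart from a macrophage state, as only 23 of the 50 genes met the test. For cluster 5 the first genes were Cth, Kynu and Egfr. The test for nuclei that share a droplet with a hepatocyte nucleus was looser. A gene met it when higher, by any amount, in hepatocyte-like nuclei and the doublet-rich subcluster than in the other macrophage-like nuclei. Of the 50 genes, 37 met it, and such sharing is a candidate explanation. This count cannot be set against the 23 of cluster 4. In the tables of clusters 1 to 4, 4, 13, 3 and 12 genes met the looser test. The cluster 5 table is weak, since the paper gives an adjusted p-value under 0.05 for 1 of its 50 genes, compared with 7, 15, 35 and 39 in the tables of clusters 1 to 4.
Mertk in macrophage-like nuclei was 3.24 (2.91–3.61) and 2.40 (2.15–2.69) times as high in STZ-HFHC 1 and 2 as in ND. The macrophage markers of these nuclei were also above ND, by 1.97 and 1.38 times when summed. The medians over 14 of these markers were 3.94 and 2.09. Dilution of ND macrophage RNA is thus not excluded for Mertk, nor is a difference between library batches. Over all nuclei kept, Tnf was at 0.187 CPM in ND, 3.97 in STZ-HFHC 1 and 1.26 in STZ-HFHC 2, and Ccl2 had 9, 175 and 116 UMIs. Il6 had 25, 6 and 7 UMIs, Il10 had 19, 22 and 149, Ifng had 2, 2 and 7, Mmp9 had 2, 19 and 9, and Timp1 had 1, 55 and 14. Il1b was at 12.5 CPM in ND, 6.29 in STZ-HFHC 1 and 4.58 in STZ-HFHC 2, and Col1a1 was at 0.398, 7.76 and 3.29 CPM. Tgfb1 was at 10.3, 30.9 and 17.9 CPM, Pparg at 57.0, 135 and 108, Srebf1 at 13.5, 50.6 and 64.9, and Ppara at 1536, 1524 and 998. Il6 and Il1b went opposite to the paper's qRT-PCR, in which both rose in vehicle-treated mice. Il10 and Ppara changed beyond counting error in STZ-HFHC 2 alone, and Ifng in neither mouse. The other genes went in the paper's direction in both mice. UMIs of nuclei, summed over unequal shares of cell types, are not a measure of whole-liver mRNA.
Ddx3y was at 168 CPM in ND, 150 in STZ-HFHC 1 and 142 in STZ-HFHC 2, and Xist had 39, 23 and 38 UMIs. The paper's mice were male.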
